# PERK signaling through C/EBPδ contributes to ER stress-induced expression of immunomodulatory and tumor promoting chemokines by cancer cells

**DOI:** 10.1038/s41419-021-04318-y

**Published:** 2021-11-01

**Authors:** Namratha Sheshadri, Dipak K. Poria, Shikha Sharan, Ying Hu, Chunhua Yan, Vishal N. Koparde, Kuppusamy Balamurugan, Esta Sterneck

**Keywords:** Stress signalling, Cancer microenvironment, Transcription

## Abstract

Cancer cells experience endoplasmic reticulum (ER) stress due to activated oncogenes and conditions of nutrient deprivation and hypoxia. The ensuing unfolded protein response (UPR) is executed by ATF6, IRE1 and PERK pathways. Adaptation to mild ER stress promotes tumor cell survival and aggressiveness. Unmitigated ER stress, however, will result in cell death and is a potential avenue for cancer therapies. Because of this yin-yang nature of ER stress, it is imperative that we fully understand the mechanisms and dynamics of the UPR and its contribution to the complexity of tumor biology. The PERK pathway inhibits global protein synthesis while allowing translation of specific mRNAs, such as the ATF4 transcription factor. Using thapsigargin and tunicamycin to induce acute ER stress, we identified the transcription factor C/EBPδ (*CEBPD*) as a mediator of PERK signaling to secretion of tumor promoting chemokines. In melanoma and breast cancer cell lines, PERK mediated early induction of C/EBPδ through ATF4-independent pathways that involved at least in part Janus kinases and the STAT3 transcription factor. Transcriptional profiling revealed that C/EBPδ contributed to 20% of thapsigargin response genes including chaperones, components of ER-associated degradation, and apoptosis inhibitors. In addition, C/EBPδ supported the expression of the chemokines CXCL8 (IL-8) and CCL20, which are known for their tumor promoting and immunosuppressive properties. With a paradigm of short-term exposure to thapsigargin, which was sufficient to trigger prolonged activation of the UPR in cancer cells, we found that conditioned media from such cells induced cytokine expression in myeloid cells. In addition, activation of the CXCL8 receptor CXCR1 during thapsigargin exposure supported subsequent sphere formation by cancer cells. Taken together, these investigations elucidated a novel mechanism of ER stress-induced transmissible signals in tumor cells that may be particularly relevant in the context of pharmacological interventions.

## Introduction

The endoplasmic reticulum (ER) is the primary site for synthesis, folding and post-translational processing of proteins. Cancer cells experience chronic ER stress due to intracellular activation of oncogenes and loss of tumor suppressors as well as microenvironmental stressors such as nutrient deprivation and hypoxia [1]. The ensuing unfolded protein response (UPR) is a cytoprotective mechanism to alleviate stress and restore cellular homeostasis [2]. The ER stress sensors ATF6, IRE1 and PERK trigger transcriptional reprogramming mediated by ATF6-N, XBP1S and ATF4, respectively, to effect the stress response pathways [3–5]. Cancer cells hijack these pathways to promote cell survival under stress and thereby facilitate tumor metastasis and therapy resistance [6, 7]. However, prolonged, unmitigated stress tips the balance toward apoptotic pathways [8]. Cancer cells that exhibit already elevated basal ER stress signaling can be hypersensitive to further ER stress, a concept that is being explored for cancer therapy [9]. For example, thapsigargin, the active component of the pro-drug mipsagargin, which is in clinical trials for advanced refractory cancers of the breast, brain, prostate and liver, is an inhibitor of the SERCA pump and causes ER stress through loss of calcium from the ER [10, 11].

Of the three UPR sensors, PERK inhibits global protein synthesis through phosphorylation of eIF2α, which in turn triggers the synthesis of specific proteins such as the ATF4 transcription factor. ATF4 mediates many adaptive responses but also induces the CCAAT/enhancer binding protein (C/EBP) homologous protein (CHOP, encoded by *DDIT3*), which can redirect the response toward cell death. PERK also collaborates with IRE1 to activate the NF-κB transcription factor, which mediates the expression of pro-inflammatory cytokines [12, 13]. Thus, in addition to cancer cell intrinsic cell survival and death pathways, the ER stress-induced secretion of cytokines contributes to the transmission of ER stress and inflammation [12, 14]. Given the Janus-faced nature of ER stress in the context of cancer, it is important to fully decipher the various UPR pathways and their contributions to tumor biology.

The transcription factor C/EBPδ (*CEBPD*) is a modular regulator of diverse cell signaling pathways that control cell proliferation, differentiation, survival or death, depending on cell type and context [15]. C/EBPδ expression is typically low, but induced in response to stimuli that include inflammation, hypoxia, and DNA damage [15], conditions that are known to induce ER stress. Accordingly, *Cebpd*-deficient mice are hypersensitive to high dose bacteremia and ionizing radiation [16, 17]. In breast cancer cells, C/EBPδ promotes stemness through amplification of hypoxia and IL-6 signaling [18]. Here, we report that under acute ER stress C/EBPδ is induced by the PERK pathway to contribute to the induction of the chemokines CXCL8 and CCL20, thus revealing a novel mechanism for ER stress-mediated modulation of cancer cells’ microenvironment.

## Results

### Endoplasmic reticulum stress induces C/EBPδ expression in cancer cell lines

To investigate C/EBPδ expression in response to ER stress, we first used thapsigargin, which induced C/EBPδ protein levels along with the UPR effectors XBP1S and ATF4 in multiple cancer cell lines representing melanoma and breast cancer (Fig. 1a). Kinetic analysis in MDA-MB-435S melanoma cells [19], showed that C/EBPδ induction peaked between 4–8 h, relatively concurrent with XBP1S, ATF4 and CHOP (Fig. 1b). The ER chaperone BiP/GRP78 was induced after the first wave of response, as shown previously [20]. Similar data were obtained in KPL-4 (Fig. 1c) and four additional breast cancer cell lines (MDA-MB-468, BT-549, MCF-7, MDA-MB-231) albeit with varying kinetics and relationships to XBP1S, ATF4, and/or CHOP expression (Fig. S1a–d). In contrast, cells with high basal levels of C/EBPδ [18, 21], such as the breast cancer cells SUM149 and SUM159, and mammary epithelial cell lines (MCF-10A and MCF-12A) rather reduced its expression in response to thapsigargin (Fig. S1e–h). To address C/EBPδ expression in response to other triggers of the UPR, we treated MDA-MB-435S cells with the N-glycosylation inhibitor tunicamycin, 2-deoxy-glucose, and anoxia [22, 23]. C/EBPδ was induced under all conditions (Fig. 1d–f), and similar results were obtained with breast cancer cell lines (Fig. S1i–l). Analysis of mRNA levels in KPL-4 and/or MDA-MB-435S cells showed that not only the protein but also *CEBPD* mRNA was induced by thapsigargin (Fig. 1g, h) as well as tunicamycin, albeit with lower amplitude and shorter kinetics (Fig. 1i). Taken together, these data show that *CEBPD* is an early ER stress response gene in multiple cancer cells with low basal level expression.

**Fig. 1:**
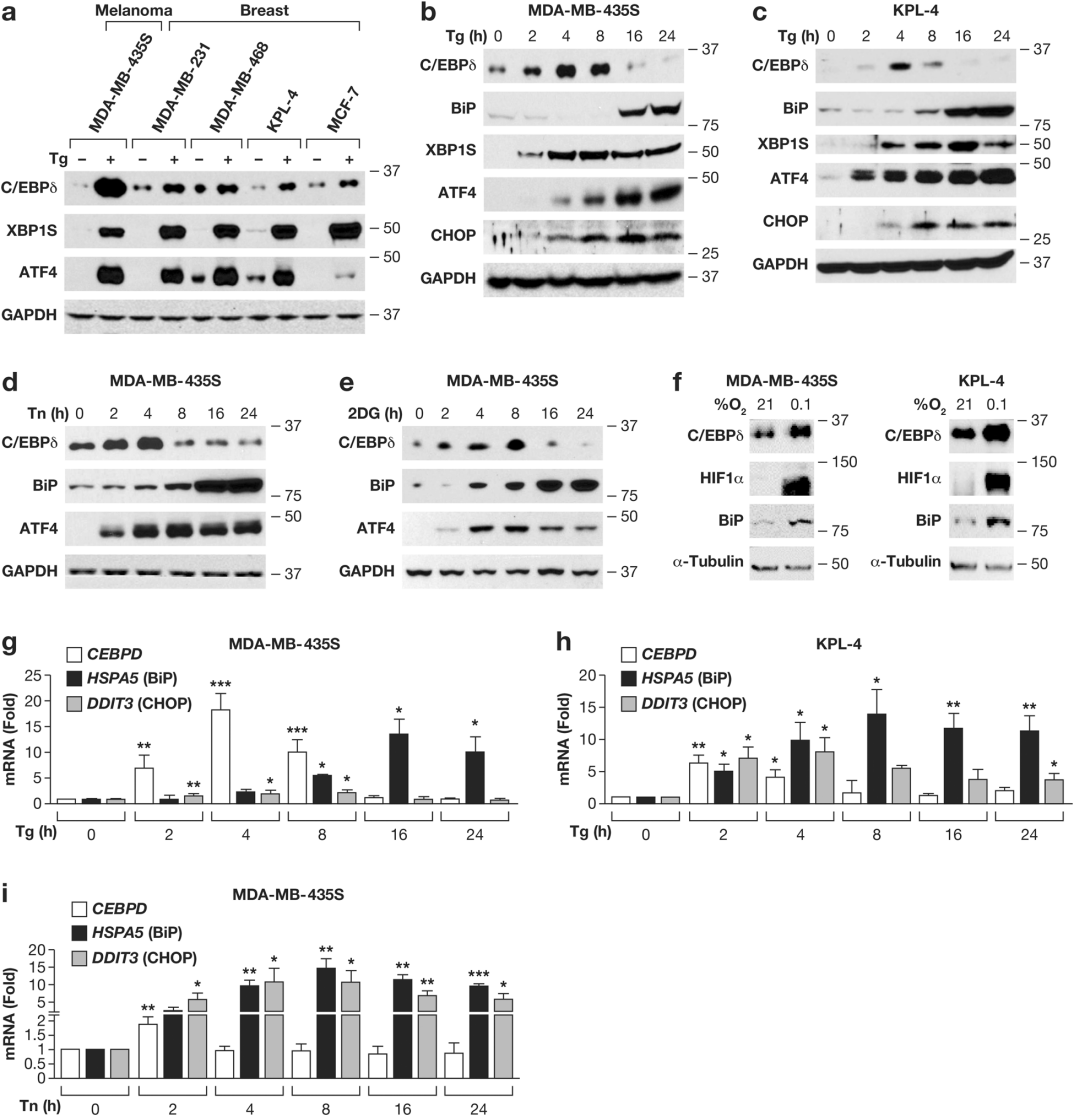
Endoplasmic reticulum stress modulates C/EBPδ expression in multiple cell lines. **a** Western blot analysis of the indicated proteins from cell lines representing melanoma and breast cancer treated with 100 nM of Thapsigargin (Tg) for 4 h. **b**–**e** Western blot analysis of **b** MDA-MB-435S or **c** KPL-4 cells treated with 100 nM Tg for the indicated times, **d** MDA-MB-435S cells treated with 10 µg/ml Tunicamycin (Tn) or **e** 10 mM 2-deoxy-glucose (2DG) for the indicated duration (0 h = vehicle treated for 24 h). **f** MDA-MB-435S and KPL-4 cells exposed to anoxia (0.1% O_2_) or ambient (21% O_2_) for 24 h. **a**–**f** labels on the right indicate molecular weight in kDa for this and subsequent Figures. **g**, **h** qRT-PCR analysis of mRNA levels as indicated in **g** MDA-MB-435S and **h** KPL-4 cells treated as in **b**. **i** qRT-PCR analysis of mRNA levels in MDA-MB-435S cells treated with 10 µg/ml Tn for the indicated times. Data are represented as mean±S.E.M, *n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001.

### JAK/STAT3 activation by PERK contributes to *CEBPD* gene expression

To identify which arm of the UPR was responsible for *CEBPD* mRNA induction, we individually silenced the three ER transmembrane sensors in MDA-MB-435S cells. Knockdown of ATF6 or IRE1α (*ERN1)* resulted in downregulation of the canonical targets *HSPA5* (encoding BiP) and *XBP1S*, respectively, but did not perturb *CEBPD* induction by thapsigargin (Fig. 2a, b). In contrast, depletion of PERK (*EIF2AK3)* not only impaired induction of its canonical target *DDIT3* (CHOP) but also of *CEBPD* (Fig. 2c), which was confirmed at protein level (Fig. 2d). As alternative approach, the PERK kinase inhibitor GSK2606414 (GSK-414) [24] similarly reduced C/EBPδ and ATF4 induction by thapsigargin at the protein and mRNA level (Fig. 2e, f), and likewise in KPL-4 cells (Fig. 2g, h). Depletion of ATF4, a canonical mediator of PERK signaling, reduced induction of its target *DDIT3* [25] but not of *CEBPD* (Fig. 2i). In contrast to pharmacological inhibitor studies in MDA-MB-231 cells [26], we did not observe changes in the basal levels of *CEBPD* when inhibiting the three principal UPR effectors by RNAi approaches. These data show that, in response to thapsigargin, *CEBPD* mRNA expression is induced by the PERK pathway through ATF4-independent mechanisms.

**Fig. 2:**
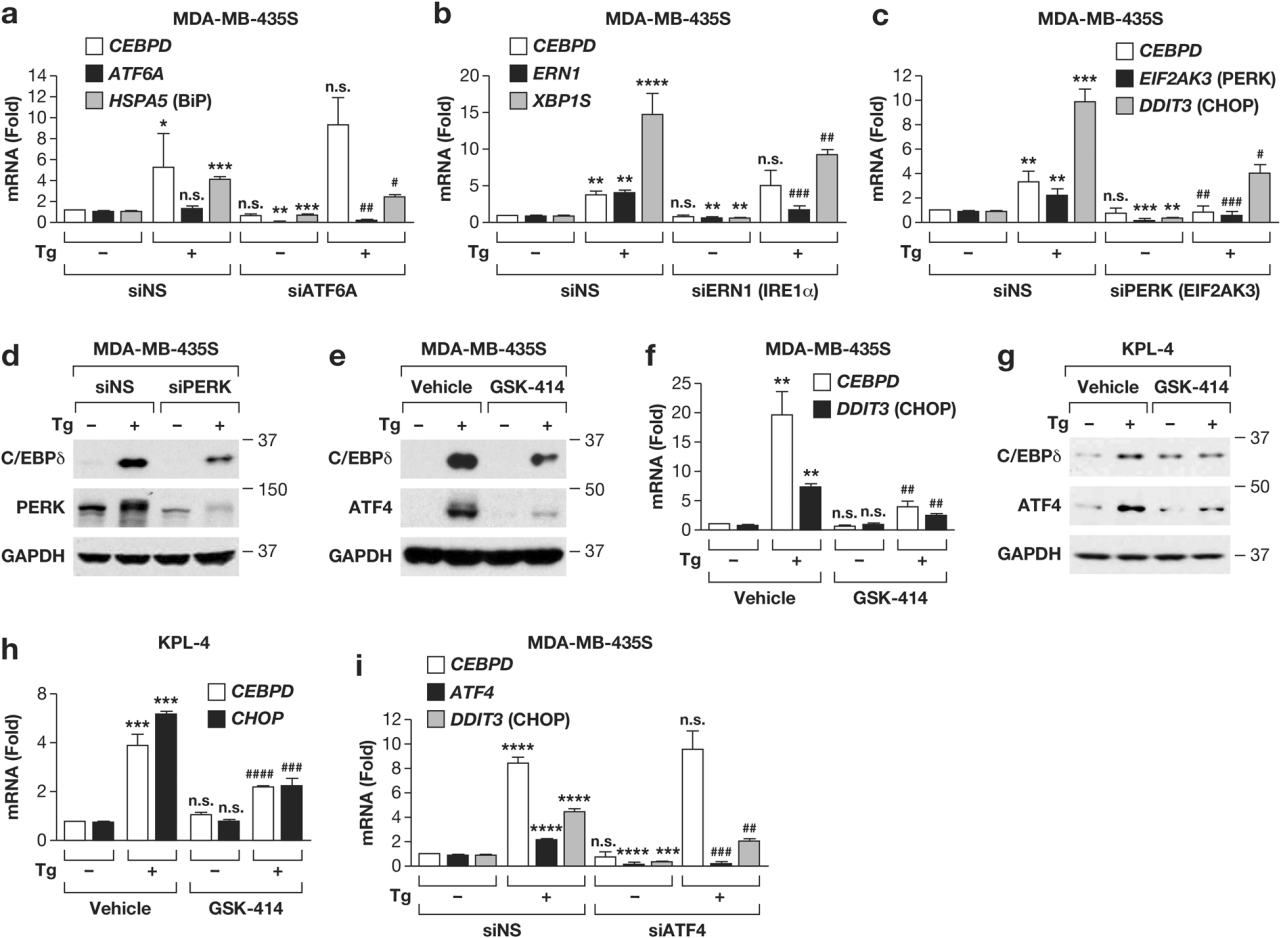
C/EBPδ is induced by the PERK pathway of the unfolded protein response in MDA-MB-435S and KPL-4 cells. **a**–**c** qRT-PCR analysis of the indicated mRNA levels in MDA-MB-435S cells transfected with control siRNA (siNS) or **a** siATF6A (ATF6α), **b** siERN1 (IRE1α), or **c** siPERK (targeting *EIF2AK3*), and treated for 6 h with 100 nM Tg (+) or DMSO (−). **d** Western blot analysis of MDA-MB-435S cells transfected with siRNA and treated with Tg (100 nM) for 3 h as indicated. **e**–**h** Western blot analysis (**e**, **g**) and qRT-PCR analysis (**f**, **h**) of MDA-MB-435S (**e**, **f**) and KPL-4 (**g**, **h**) cells treated with DMSO or Tg (100 nM) for 3 h and with or without pre-treatment with 1 µM GSK2606414 (GSK-414). **i** qRT-PCR analysis of the indicated mRNA levels in MDA-MB-435S cells transfected with siNS or siATF4 and treated with DMSO or Tg for 6 h. Quantitative data are represented as mean ± S.E.M, *n* = 3; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 for comparisons to siNS or vehicle control *without Tg or #with Tg treatment, n.s., not significant.

To identify the mechanism of PERK induced *CEBPD* expression, we addressed the potential roles of other previously identified PERK substrates such as diacylglycerol (DAG), which activates PI3K-AKT-mTORC1 and RAS-RAF-MEK-ERK pathways, and the NRF2 transcription factor [27, 28]. Pharmacological inhibition of MEK (U0126), mTORC1 (rapamycin) and AKT (MK-2206) or NRF2 silencing, respectively, did not reduce C/EBPδ induction by Tg (Fig. S2a–d), which ruled out these pathways.

In astrocytes, PERK activation of STAT3 through direct interaction with and activation of the janus kinase JAK1 has been described [29]. The *CEBPD* promoter can be targeted by the STAT3 transcription factor which is activated by IL-6 [15]. Indeed, IL-6-mediated activation of STAT3 induced *CEBPD* expression also in MDA-MB-435S and KPL-4 cells (Fig. S2e, f). To address the potential role of a PERK-JAK-STAT3 pathway in *CEBPD* induction, we first monitored STAT3 activation in thapsigargin-treated MDA-MB-435S cells by its Y705 phosphorylation status [30], which increased transiently preceding the induction of C/EBPδ and the canonical UPR effectors (Figs. 3a and S2g). Inhibition of PERK by siRNA or GSK-414 attenuated C/EBPδ protein induction and STAT3 phosphorylation (Figs. 3b, c and S2h, i), while inhibition of the other pathways did not (Fig. S2g–i). Next, we used siRNA to deplete STAT3, which had no effect on thapsigargin-induced ATF4 expression but reduced C/EBPδ induction at the RNA and protein levels (Fig. 3d, e). As alternative approach, we used pharmacological inhibition of STAT3 by STATTIC [31], which completely abrogated *CEBPD* mRNA and protein induction (Fig. 3f, g). However, ATF4 induction was also attenuated, most likely due to STATTIC’s broad off-target effects [32]. Next, we assessed the role of JAKs with three inhibitors [33], all of which efficiently attenuated STAT3 phosphorylation and C/EBPδ mRNA and protein induction but did not significantly perturb induction of XBP1 and ATF4 protein (Fig. 3h, i). In KPL-4 cells, JAK inhibition also attenuated C/EBPδ mRNA and protein accumulation (Fig. 3j, k). Lastly, we asked whether glucose deprivation (GD) as a non-pharmacological trigger of ER stress, also activated this pathway. C/EBPδ protein expression, along with ATF4, was induced, but only after 8-24 h of GD while STAT3 phosphorylation was inhibited, and was not affected by GSK-414 (Fig. S2j, k). In contrast to its protein, *CEBPD* mRNA expression was downregulated (Fig. S2l). Thus, engagement of the JAK/STAT pathway by PERK may depend on the context and/or severity of ER stress, which is known to modulate the type of UPR [34]. Taken together, these results show that thapsigargin induces *CEBPD* expression through PERK and JAK kinases and in part by the STAT3 transcription factor.

**Fig. 3:**
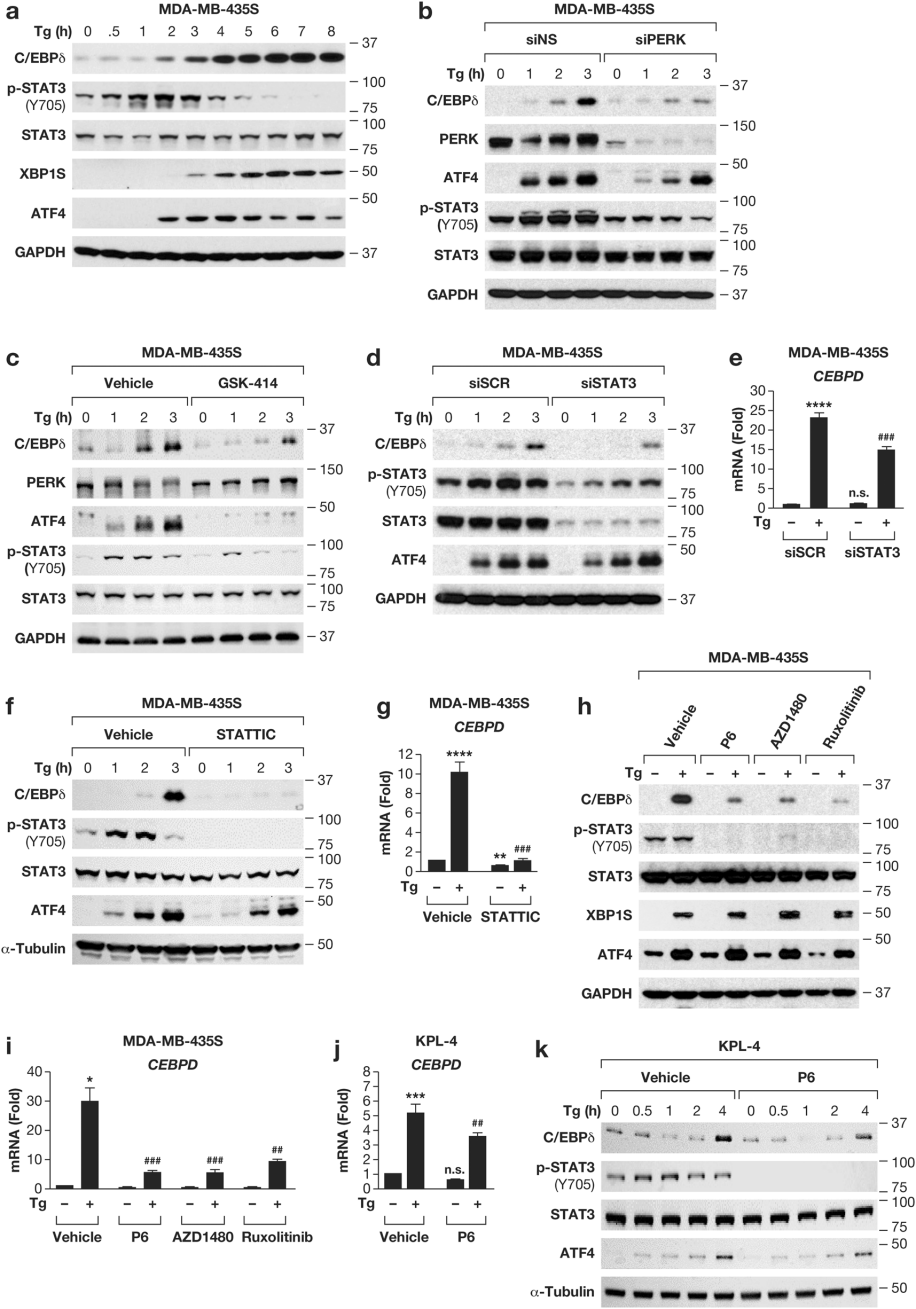
PERK-dependent JAK/STAT3 activation contributes to C/EBPδ induction. **a** Western blot analysis of the indicated proteins in MDA-MB-435S cells treated with 100 nM Tg for the indicated times (0 h = vehicle treated for 8 h). **b**, **c** Western blot analysis of MDA-MB-435S cells (**b**) transfected with siNS or siPERK, or **c** pre-treated with 1 µM GSK-414, and treated with Tg for the indicated times (0 h = vehicle treated for 3 h). **d** Western analysis of cells treated as in b after transfection with siSCR or siSTAT3. **e** qRT-PCR analysis of *CEBPD* mRNA in cells as in **d** treated for 3 h with Tg. **f** Western analysis of MDA-MB-435S cells as in **c** pre-treated with DMSO or STAT3 inhibitor STATTIC (20 µM). **g** qRT-PCR analysis of *CEBPD* mRNA in cells as in **f** treated for 3 h with Tg. **h**, **i** Western (**h**) and qRT-PCR (**i**) analysis of MDA-MB-435S cells treated with DMSO or Tg (100 nM) for 3 h and pre-treated with the JAK inhibitors Pyridone6 (P6, 1 µM), AZD1480 (1 µM) or Ruxolitinib (1 µM) as indicated. **j**, **k** qRT-PCR (**j**) and Western blot analysis (**k**) of KPL-4 cells treated with DMSO or Tg (100 nM) for 3 h (**j**) or as indicated (**k**) with or without pre-treatment with JAK inhibitor Pyridone6 (P6, 1 µM). Quantitative data are represented as mean±S.E.M, *n* = 3; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 for comparisons to control siRNA or vehicle *without or #with Tg-treatment, n.s., not significant.

### C/EBPδ regulates a subset of ER stress induced genes

To determine the transcriptional program regulated by C/EBPδ during ER stress, we conducted an mRNA-Seq analysis. 

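The mRNA-Seq data comprised 24 libraries of MDA-MB-435S melanoma cells, with 3 replicates of each of 8 conditions. The conditions combined 4 siRNAs with vehicle or 100 nM thapsigargin (Tg), an inhibitor of the calcium pump of the ER. The control siRNAs were siNS, an EGFP oligonucleotide, and the scrambled siScr, and siCEBPD1 and siCEBPD2 targeted *CEBPD*. Tg was added 48 h after transfection and RNA was isolated 6 h later. The authors trimmed the paired-end reads, aligned them to hg19 with STAR and deposited the read pairs that STAR counted on each gene, without normalization. Control libraries with vehicle had 11834663 to 17801173 counts (median 14255117) and control libraries with Tg had 13777737 to 15547212 (median 14939618.5). The libraries of the CEBPD siRNAs had 13815475 to 17462821 counts with vehicle (median 16444675.5) and 12719709 to 17174151 with Tg (median 14231541).

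From these counts, edgeR's TMM normalization, its filter on low counts and its quasi-likelihood test were applied to 4 groups of 6 libraries, which were the control or the CEBPD siRNAs with vehicle or with Tg. Pooling the siRNAs of a target makes the difference between them part of the spread. The filter kept 15010 genes, and p-values were adjusted over these genes by the Benjamini-Hochberg method with a threshold of 0.05. The paper normalized the counts with limma and fitted linear mixed models with lme4, and its text does not give the terms of these models. The grouping of the siRNAs, the model and the filter on low counts could each change the number of genes past the threshold.

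*CEBPD* (ENSG00000221869.4, on the minus strand of hg38 chromosome 8 from 47736913 to 47738164) was examined first in each library, in counts per 1000000 after TMM normalization (CPM). In replicates 1, 2 and 3 of siNS it was at 3.32, 3.02 and 3.43 CPM with vehicle and at 10.8, 13.9 and 11.9 CPM with Tg. In those of siScr it was at 2.96, 3.86 and 3.50 CPM with vehicle and at 13.2, 15.0 and 12.8 CPM with Tg. The values for siCEBPD1 were 1.84, 1.84 and 1.87 CPM with vehicle and 2.97, 3.68 and 2.77 CPM with Tg. The libraries labelled siCEBPD2 vehicle had 0.285, 0.354 and 1.25 CPM, from 4, 6 and 21 counts, and those labelled siCEBPD2 Tg had 0.528, 0.403 and 0.079 CPM, from 8, 7 and 1 counts. In control cells *CEBPD* rose with Tg by a log2 fold change of 1.94 (standard error 0.34, adjusted p = 5.88e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under Tg the CEBPD siRNAs lowered it by a log2 fold change of -2.91 (standard error 0.37, adjusted p = 0.000156 from the same edgeR test with Benjamini-Hochberg adjustment).

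In replicate 3 of siCEBPD2 the treatment labels went against genes that respond to Tg. *HSPA5*, the gene of the ER chaperone BiP, was at 5449 CPM in the library labelled siCEBPD2 vehicle replicate 3 and at 1101 CPM in the library labelled siCEBPD2 Tg replicate 3. The other vehicle libraries lay between 849.5 and 1127 CPM, and the other Tg libraries between 4785 and 6021 CPM. Both libraries were kept under their deposited labels, and the results are also given without siCEBPD2 replicate 3, an alternative that was chosen after seeing the data. Without it, the log2 fold change of *CEBPD* under Tg was -2.69 (standard error 0.31). In a fit with 8 groups, also without it, the log2 fold change was -2.04 (standard error 0.12) with siCEBPD1 and -4.78 (standard error 0.20) with siCEBPD2.

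**Figure D1:**
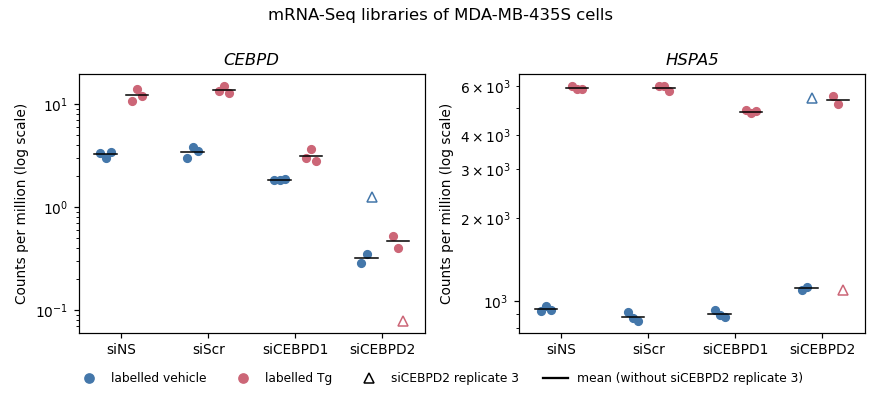
CPM of *CEBPD* and *HSPA5* in each of the 24 libraries on a log scale, by siRNA and treatment as labelled. Points are libraries, open triangles are the libraries labelled siCEBPD2 replicate 3, and bars are means without them. The triangle labelled vehicle lies at 5449 CPM for *HSPA5*, among the Tg libraries, and the triangle labelled Tg lies at 1101 CPM, among the vehicle libraries.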

MDA-MB-435S cells were transfected with two independent *CEBPD* siRNAs or two independent controls followed by treatment with thapsigargin for 6 h. 

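In control cells, 4025 genes rose and 3911 fell with Tg at an adjusted p-value under 0.05, together 7936 Tg-responsive genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under Tg, 281 genes differed between the CEBPD and the control siRNAs past this threshold, and 2710 did so at an unadjusted p-value under 0.05. Of the 281, 180 were Tg-responsive, which is 2.27% of the Tg-responsive genes. The number was 600 of 8498 Tg-responsive genes (7.06%) without siCEBPD2 replicate 3. Without replicate 3 of all 4 siRNAs, 183 of 7196 differed (2.54%). It was 1 without replicate 1 and 0 without replicate 2, where 888 and 872 Tg-responsive genes differed at an unadjusted p-value under 0.05. It was 28 without siNS and 4 without siScr. The fits with 1 CEBPD siRNA raised it most, to 2344 genes (27.0%) without siCEBPD1 and to 1922 genes (20.3%) without siCEBPD2. These fits do not hold the difference between siCEBPD1 and siCEBPD2 in their spread. The fit without siCEBPD1 also keeps siCEBPD2 replicate 3, whose treatment labels went against genes that respond to Tg.

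When the replicate number was used as a block, 107 Tg-responsive genes differed (1.38%). The numbers showed no pairing of the libraries on average. Over siNS, siScr and siCEBPD1, the deviations of a vehicle and a Tg library from their condition means were correlated across genes. The mean correlation was 0.007 where the replicate numbers were the same (9 pairs, from -0.139 to 0.173) and -0.003 where they differed (18 pairs). Deviations from a condition mean sum to 0, so the latter value is tied to the former. When each CEBPD siRNA was tested on its own against both controls, in the fit with 8 groups, 357 Tg-responsive genes (4.50%) passed the threshold with siCEBPD1 and 2418 (30.5%) with siCEBPD2. Of these, 98 passed with both siRNAs in the same direction and 40 in opposite directions. Without siCEBPD2 replicate 3, 1972 (23.2%) passed with siCEBPD1 and 2694 (31.7%) with siCEBPD2, of which 508 did so in the same direction and 325 in opposite directions.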

Among genes that were either induced or repressed by thapsigargin, 299 (20%) were significantly affected by *CEBPD* silencing (Fig. 4a, b). Because a reliable antibody for C/EBPδ ChIP-Seq was not available at the time, we mined prior ChIP datasets for binding to these genes’ promoters by any of the five C/EBP family proteins (C/EBPα, C/EBPβ, C/EBPγ, C/EBPδ, and C/EBPε) that share a common binding motif, which indicated the potential for C/EBPδ binding within the proximal gene promotors of 247 genes (Table S1). 

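All 247 genes of Table S1 were found in the counts by symbol and passed the filter on low counts, and 246 of them were Tg-responsive in control cells. Under Tg, 27 differed between the CEBPD and the control siRNAs at an adjusted p-value under 0.05, 11 being lower and 16 higher with the CEBPD siRNAs, and 162 differed at an unadjusted p-value under 0.05. When siCEBPD2 replicate 3 was left out, 128 passed the threshold, of which 70 were lower and 58 higher, and 230 differed at an unadjusted p-value under 0.05. Without replicate 3 of all siRNAs the number was 55. With the replicate number as a block it was 17, where libraries of different siRNAs had a mean correlation of their deviations of -0.019 for the same replicate number (36 pairs) and of 0.01 for different numbers (72 pairs), over siNS, siScr and siCEBPD1. Binding of C/EBP proteins to these promoters was not analysed here.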

Ingenuity Pathway Analysis (QIAGEN Inc.) [35] revealed that the top Canonical Pathway represented by the differentially expressed genes (DEGs) was the “unfolded protein response” (*P* = 2.13E-09). 

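Ingenuity Pathway Analysis was not used here, and UPR genes that the paper measures elsewhere were examined one by one. *HSPA5* (ENSG00000044574.7, hg38 chromosome 9 from 125234853 to 125241382) was at 907.6 ± 40.8 CPM in control cells with vehicle (SD, n = 6) and at 5908 ± 111 CPM with Tg (SD, n = 6). With the CEBPD siRNAs and Tg it was at 4385 ± 1630.0 CPM (SD, n = 6), or at 5042 ± 295 CPM without siCEBPD2 replicate 3 (SD, n = 5). Its log2 fold change under Tg was -0.43 (standard error 0.37, adjusted p = 0.557 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.23 without siCEBPD2 replicate 3 (standard error 0.05, adjusted p = 0.0118).

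*DDIT3*, the gene of CHOP (ENSG00000175197.6, chromosome 12 from 57516588 to 57521737), was at 16.4 ± 1.80 CPM in control cells with vehicle, at 158.3 ± 10.4 CPM with Tg (SD, n = 6 each) and at 119.8 ± 14.9 CPM with the CEBPD siRNAs and Tg without siCEBPD2 replicate 3 (SD, n = 5). Its log2 fold change under Tg was -0.62 (standard error 0.44, adjusted p = 0.472 in the edgeR test with Benjamini-Hochberg adjustment) and -0.40 without that replicate (standard error 0.07, adjusted p = 0.000591). *XBP1* (ENSG00000100219.12, chromosome 22 from 28794555 to 28800597) was at 64.6 ± 1.98, 181.2 ± 5.46 and 158.9 ± 11.3 CPM in the same 3 sets of libraries. The log2 fold change of *XBP1* was -0.35 (standard error 0.22, adjusted p = 0.391 in the edgeR test with Benjamini-Hochberg adjustment) and -0.19 without that replicate (standard error 0.04, adjusted p = 0.00994).

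*ATF4*, *ATF6*, *ERN1* and *EIF2AK3* rose in control cells with Tg, and under Tg their log2 fold changes with the CEBPD siRNAs lay between -0.22 and -0.16, with adjusted p-values between 0.2 and 0.685 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They lay between -0.11 and -0.05 when siCEBPD2 replicate 3 was left out, with adjusted p-values between 0.196 and 0.742. *ATF4* moved in opposite directions with the CEBPD siRNAs when each was tested on its own without that replicate, with a log2 fold change of -0.21 for siCEBPD1 (adjusted p = 4.23e-07) and of 0.16 for siCEBPD2 (adjusted p = 0.000116), both from edgeR with Benjamini-Hochberg adjustment. With the replicate number as a block the log2 fold changes of *HSPA5*, *DDIT3* and *XBP1* were -0.40, -0.57 and -0.35, with adjusted p-values of 0.612, 0.541 and 0.443 in edgeR with Benjamini-Hochberg adjustment.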

“Cell death and survival” was the top altered Molecular and Cellular Function (*P* = 1.03E-18). 

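Table S2, the paper's list of upstream regulators, gives 16 target genes for *EIF2AK3*, the gene of PERK. By its p-values *EIF2AK3* is at rank 10 of the 1996 regulators in that table, and by its activation z-score it is at rank 5 of 800 from the most inhibited. Its targets are taken from the genes that the paper found affected by *CEBPD* silencing in these libraries, so the list was chosen for such an effect.

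All 16 targets responded to Tg in control cells. Under Tg, the median of their log2 fold changes between the CEBPD and the control siRNAs was -0.35, with 15 of 16 lower. Among 10000 random lists of 16 Tg-responsive genes, matched on the direction of the Tg response and on mean expression, this median was at percentile 0, and the median of the random lists was -0.08. The lists were not matched on the size of the Tg response. With the replicate number as a block, it ranged from log2 fold changes of 3.29 for *DDIT3* and 2.70 for *HSPA5* to 0.58 for *BIRC2*. A lower response throughout would lower strongly induced genes more, so the percentile does not set these targets apart from such genes. At an adjusted p-value under 0.05, 0 of the 16 differed, and 4 did so at an unadjusted p-value under 0.05. The median was -0.20 without siCEBPD2 replicate 3, again at percentile 0 against a median of -0.04 for the random lists. Then 10 targets passed the threshold and all 16 had an unadjusted p-value under 0.05. Without replicate 3 of all siRNAs the median was -0.22 and 4 targets passed. A block for the replicate number gave a median of -0.34, and 0 passed, with 4 at an unadjusted p-value under 0.05. The deviations of all 24 libraries from their condition means had a mean correlation of -0.027 for the same replicate number and of 0.012 for different numbers. These means include vehicle and Tg pairs of siCEBPD2, which had -0.576 (3 pairs) and 0.246 (6 pairs), so they do not settle the pairing.

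*MAP1LC3B* had a log2 fold change of -0.30 (standard error 0.10, adjusted p = 0.0917 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of -0.22 without siCEBPD2 replicate 3 (standard error 0.04, adjusted p = 0.00099). *HERPUD1* had -0.44 (standard error 0.46, adjusted p = 0.644 in the same edgeR test with Benjamini-Hochberg adjustment), and -0.22 without that replicate (standard error 0.05, adjusted p = 0.0116). *ATF5* was the target that rose, by a log2 fold change of 0.40 (standard error 0.13, adjusted p = 0.0914 in the same edgeR test with Benjamini-Hochberg adjustment), and 0.23 without that replicate (standard error 0.06, adjusted p = 0.0197). It is also the target that fell with Tg in control cells, by a log2 fold change of -0.81.

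**Figure D2:**
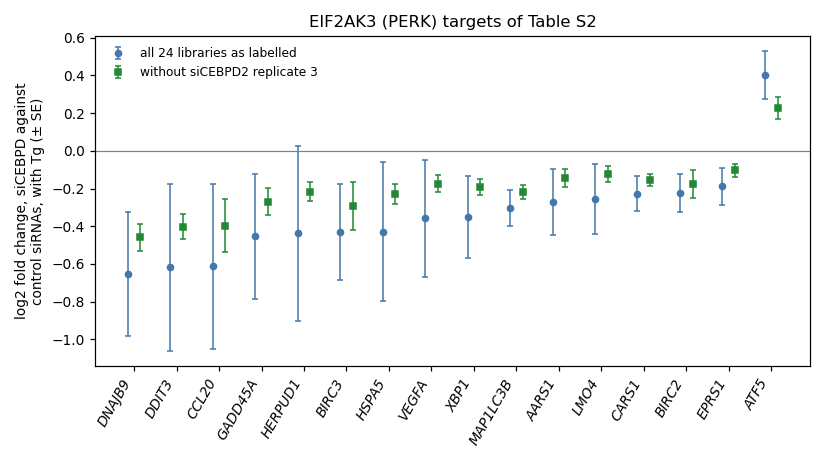
Log2 fold change of the 16 *EIF2AK3* targets between the CEBPD and the control siRNAs under Tg, with bars of 1 standard error, for all 24 libraries as labelled and without siCEBPD2 replicate 3. In both fits 15 targets lie below 0 and *ATF5* above it, and the standard errors are smaller without siCEBPD2 replicate 3.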

PERK was among the most affected upstream regulators (EIF2AK3, *P* = 6.61E-13; Table S2), suggesting that C/EBPδ is one of the mediators of PERK signaling. For validation by qRT-PCR analysis of independent mRNA samples, we selected several of the Tg-induced/*CEBPD*-activated DEG’s relevant to ER homeostasis (Fig. 4c) and confirmed differential expression of genes that function in Endoplasmic Reticulum Associated Degradation (ERAD) such as *DNAJB9* and *EDEM1*, the stress-response transcriptional regulator of lipid homeostasis (*SREBF1)*, and the *BIRC3* gene encoding cellular inhibitor of apoptosis protein 2 (c-IAP2). 

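The mRNA-Seq libraries gave the following values for these genes. *DNAJB9* (ENSG00000128590.4, hg38 chromosome 7 from 108569867 to 108574850) was at 22.6 ± 1.38 CPM in control cells with vehicle and at 116.6 ± 4.14 CPM with Tg (SD, n = 6 each). With siCEBPD1 and Tg it was at 79.5 ± 3.27 CPM (SD, n = 3), and in the libraries labelled siCEBPD2 Tg it was at 92.7 ± 7.84 CPM in replicates 1 and 2 (SD, n = 2) and at 20.0 CPM in replicate 3. Under Tg its log2 fold change was -0.65 (standard error 0.33, adjusted p = 0.293 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.46 without siCEBPD2 replicate 3 (standard error 0.07, adjusted p = 0.000469).

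*EDEM1* (ENSG00000134109.6, chromosome 3 from 5187646 to 5219958) was at 72.4 ± 4.58 CPM with vehicle and at 115.8 ± 4.30 CPM with Tg in control cells (SD, n = 6 each), and at 105.6 ± 5.57 CPM with the CEBPD siRNAs and Tg without siCEBPD2 replicate 3 (SD, n = 5). Under Tg its log2 fold change was -0.21 (standard error 0.11, adjusted p = 0.303 in the edgeR test with Benjamini-Hochberg adjustment) and -0.13 without that replicate (standard error 0.05, adjusted p = 0.0972). With siCEBPD1 alone, in the fit with 8 groups without that replicate, *EDEM1* passed the threshold, with a log2 fold change of -0.17 (adjusted p = 0.00459), and with siCEBPD2 alone it did not (adjusted p = 0.203), both from edgeR with Benjamini-Hochberg adjustment. It also passed without siCEBPD2 (adjusted p = 0.00896 in edgeR with Benjamini-Hochberg adjustment).

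*SREBF1* (ENSG00000072310.12, chromosome 17 from 17810399 to 17837002) was at 85.5 ± 7.25, 126.5 ± 5.88 and 109.4 ± 5.96 CPM in the same sets of libraries. Under Tg the log2 fold change was -0.28 (standard error 0.09, adjusted p = 0.0847 in the edgeR test with Benjamini-Hochberg adjustment). It was -0.21 without siCEBPD2 replicate 3 (adjusted p = 0.0153 in edgeR with Benjamini-Hochberg adjustment) and -0.26 without replicate 3 of all siRNAs (adjusted p = 0.00846).

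*BIRC3* (ENSG00000023445.9, chromosome 11 from 102317484 to 102339403) was at 60.9 ± 6.33, 190.9 ± 13.2 and 155.5 ± 25.1 CPM in these sets. Under Tg the log2 fold change was -0.43 (standard error 0.25, adjusted p = 0.37 in the edgeR test with Benjamini-Hochberg adjustment), and -0.29 without siCEBPD2 replicate 3 (standard error 0.13, adjusted p = 0.192). In the fit with 8 groups without that replicate, it was -0.47 with siCEBPD1 (adjusted p = 3.62e-09) and -0.06 with siCEBPD2 (adjusted p = 0.405), both from edgeR with Benjamini-Hochberg adjustment. With the replicate number as a block, the adjusted p-values of *DNAJB9*, *EDEM1*, *SREBF1* and *BIRC3* under Tg were 0.356, 0.355, 0.115 and 0.421 in edgeR with Benjamini-Hochberg adjustment.

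**Figure D3:**
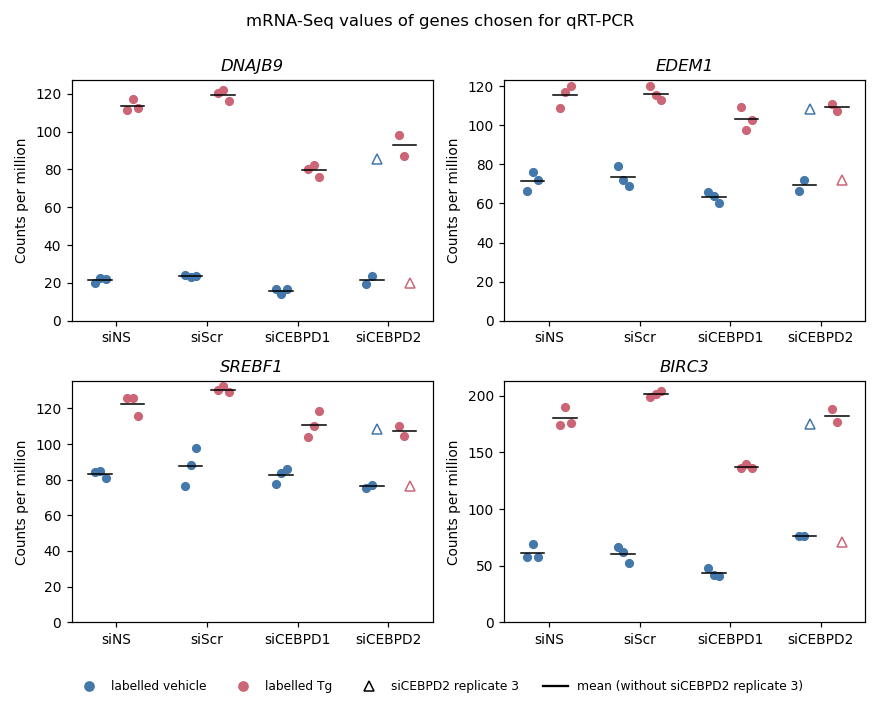
CPM of *DNAJB9*, *EDEM1*, *SREBF1* and *BIRC3* in each library, by siRNA and treatment as labelled. Points are libraries, open triangles are the libraries labelled siCEBPD2 replicate 3, and bars are means without them. The triangle labelled Tg lies at 20.0 CPM for *DNAJB9*, close to the vehicle libraries.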

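*CXCL8* (ENSG00000169429.6, hg38 chromosome 4 from 73740519 to 73743716) was at 9.95 ± 1.53 CPM in control cells with vehicle and at 540.6 ± 33.7 CPM with Tg (SD, n = 6 each). It was at 397.6 ± 22.8 CPM with siCEBPD1 and Tg (SD, n = 3), at 428.6 ± 28.8 CPM in replicates 1 and 2 of siCEBPD2 with Tg (SD, n = 2) and at 14.8 CPM in the library labelled siCEBPD2 Tg replicate 3. The log2 fold change of *CXCL8* under Tg was -0.65 (standard error 0.75, adjusted p = 0.678 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.40 without siCEBPD2 replicate 3 (standard error 0.14, adjusted p = 0.092). In the fit with 8 groups without that replicate it was -0.44 with siCEBPD1 (adjusted p = 5.13e-10) and -0.33 with siCEBPD2 (adjusted p = 8.17e-07), both from edgeR with Benjamini-Hochberg adjustment.

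*CCL20* (ENSG00000115009.7, chromosome 2 from 227805739 to 227817564) was at 0.0609 ± 0.0867 CPM in control cells with vehicle, at 5.77 ± 0.792 CPM with Tg (SD, n = 6 each) and at 4.36 ± 0.723 CPM with the CEBPD siRNAs and Tg without siCEBPD2 replicate 3 (SD, n = 5). Its log2 fold change under Tg was -0.61 (standard error 0.44, adjusted p = 0.472 in the edgeR test with Benjamini-Hochberg adjustment), and -0.40 without that replicate (standard error 0.14, adjusted p = 0.105). In the fit with 8 groups without that replicate it was -0.48 with siCEBPD1 and -0.27 with siCEBPD2. Of the 4 fits that left out an siRNA, *CCL20* passed the threshold in 1 (adjusted p = 0.0278 in edgeR with Benjamini-Hochberg adjustment). *IL21R* (ENSG00000103522.11, chromosome 16 from 27402174 to 27452042) was at 0.854 ± 0.280, 5.33 ± 0.418 and 3.65 ± 0.657 CPM in these sets. Its log2 fold change was -0.73 (standard error 0.31, adjusted p = 0.209 in the edgeR test with Benjamini-Hochberg adjustment), and -0.56 without that replicate (standard error 0.14, adjusted p = 0.0151). *IRF1* (ENSG00000125347.9, chromosome 5 from 132440440 to 132508719) was at 22.8 ± 2.00, 77.8 ± 4.04 and 63.7 ± 1.43 CPM. The log2 fold change of *IRF1* was -0.42 (standard error 0.18, adjusted p = 0.206 in the edgeR test with Benjamini-Hochberg adjustment), and -0.29 without that replicate (standard error 0.07, adjusted p = 0.0104).

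Secreted factors were taken as the cytokines and growth factors among the regulators of Table S2 and as genes with chemokine, interleukin, TNFSF or CSF symbols, by which the gene of a receptor, *CSF1R*, is also among them. They were 153 genes in all, of which 59 passed the filter on low counts and 33 rose with Tg in control cells. Ordered by the fall of these 33 under Tg with the CEBPD siRNAs, *CXCL3* was at rank 1 (log2 fold change -0.80), *TNF* at rank 2 (-0.72), *CXCL8* at rank 3 and *CCL20* at rank 4. *CXCL3* and *TNF* were low, with a mean log2 CPM of -1.47 and -1.0. The difference passed the threshold for 0 of the 33, and 2 had an unadjusted p-value under 0.05. The order of these 4 was the same without siCEBPD2 replicate 3, where 2 factors passed the threshold and 10 had an unadjusted p-value under 0.05. Those that passed were *NAMPT* (log2 fold change -0.23, adjusted p = 0.0138) and *VEGFA* (-0.17, adjusted p = 0.0191), from edgeR with Benjamini-Hochberg adjustment. With the replicate number as a block, *CXCL8* was at rank 6 and *CCL20* at rank 3, and 0 factors passed, with 1 at an unadjusted p-value under 0.05.

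**Figure D4:**
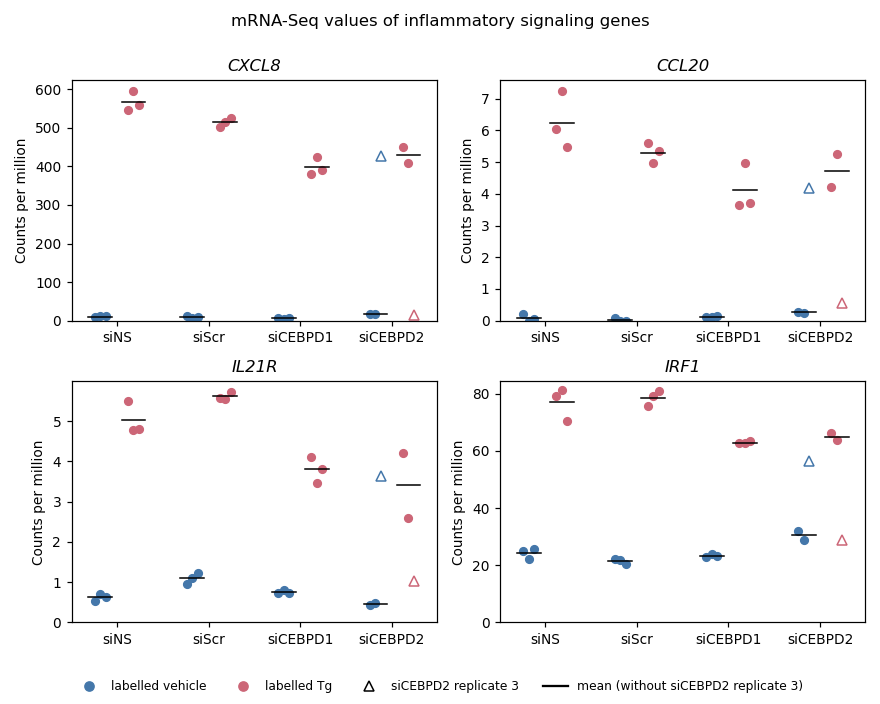
CPM of *CXCL8*, *CCL20*, *IL21R* and *IRF1* in each library, by siRNA and treatment as labelled. Points are libraries, open triangles are the libraries labelled siCEBPD2 replicate 3, and bars are means without them. In the 4 plots the triangle labelled vehicle lies with the Tg libraries and the triangle labelled Tg with the vehicle libraries.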

Among secreted factors, *CXCL8* (encoding IL-8) and *CCL20* showed the highest fold-change due to si*CEBPD* and were validated along with *IL21R* and *IRF1* (Fig. 4c) as inflammatory signaling molecules. Similar results were obtained in the KPL-4 breast cancer cell line (Fig. 4d). Taken together, these data show that C/EBPδ, directly and/or indirectly mediates the expression of many genes in response to thapsigargin.

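Of the 180 Tg-responsive genes that differed between the CEBPD and the control siRNAs under Tg, 75 were induced by Tg and lower with the CEBPD siRNAs, and 92 were inhibited by Tg and higher with them. The other combinations were smaller, with 3 induced genes that were higher and 10 inhibited genes that were lower. Without siCEBPD2 replicate 3 these numbers were 240, 194, 65 and 101. They were 903, 1236, 103 and 102 without siCEBPD1, a fit that keeps siCEBPD2 replicate 3. Without siCEBPD2 they were 649, 453, 307 and 513, so more inhibited genes were lower than higher in that fit. The treatment labels of siCEBPD2 replicate 3 went against genes that respond to Tg. This by itself makes induced genes lower and inhibited genes higher with the CEBPD siRNAs under Tg. Without siCEBPD1, 0 genes passed the threshold for Tg with the remaining CEBPD siRNA. The numbers with all libraries and without siCEBPD1 thus cannot by themselves be read as a smaller response to Tg.

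All 180 genes changed in the same direction in each of the 4 pairs of a CEBPD siRNA with a control siRNA. Among those with a mean log2 CPM of at least 1, *CEBPD* fell most. *ZC3H6* came next, with a log2 fold change of -0.67 (standard error 0.17, adjusted p = 0.0435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and then *MZF1-AS1*, with -0.56 (standard error 0.13, adjusted p = 0.0223). The genes that rose most were *CD180*, with a log2 fold change of 1.36 (standard error 0.32, adjusted p = 0.0273 in the edgeR test with Benjamini-Hochberg adjustment), *C2CD4C*, with 0.95 (adjusted p = 0.0419), and *APC2*, with 0.75 (adjusted p = 0.0357). For *APC2* the direction depended on the strand: with unstranded counts its log2 fold change was -0.04. The log2 fold changes without siCEBPD2 replicate 3 were -0.58 for *ZC3H6* (adjusted p = 0.015), -0.49 for *MZF1-AS1* (adjusted p = 0.0122), 0.97 for *CD180* (adjusted p = 0.036), 0.70 for *C2CD4C* (adjusted p = 0.0278) and 0.66 for *APC2* (adjusted p = 0.0468), all from edgeR with Benjamini-Hochberg adjustment. *CD180* was at 22.96 and 22.52 CPM in replicates 1 and 2 of siCEBPD2 with Tg and at 43.93 CPM in the library labelled siCEBPD2 Tg replicate 3. In the fit with 8 groups without that replicate, the log2 fold change of *CD180* was 0.30 with siCEBPD1 (adjusted p = 0.0118) and 1.59 with siCEBPD2 (adjusted p = 4.86e-17), both from edgeR with Benjamini-Hochberg adjustment. The adjusted p-values of *ZC3H6*, *C2CD4C* and *APC2* with the replicate number as a block were 0.0676, 0.065 and 0.0556 in edgeR with Benjamini-Hochberg adjustment. Those of *MZF1-AS1* and *CD180* were 0.0373 and 0.0478 in the same edgeR test with Benjamini-Hochberg adjustment, and still passed the threshold.

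Whether the response to Tg itself differed between the siRNAs was tested as an interaction. At an adjusted p-value under 0.05, 0 genes had one, and 1388 did at an unadjusted p-value under 0.05. Without siCEBPD2 replicate 3 the numbers were 0 and 681, and with the replicate number as a block they were 0 and 1176. Other fits gave 29 genes past the threshold without siCEBPD2, 76 with an lme4 mixed model and 1 with DESeq2. The lowest adjusted p-value over all genes was 0.53 with all libraries and 0.296 without siCEBPD2 replicate 3 (edgeR with Benjamini-Hochberg adjustment).

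The paper counted the genes that changed with Tg in control cells and were affected by *CEBPD* silencing, looked for pathways and upstream regulators among them, and measured selected genes by qRT-PCR in independent samples of these cells and in KPL-4 cells (Fig. 4). From these data together, the paper concludes that C/EBPδ mediates, directly or indirectly, the expression of many genes in response to Tg.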

**Fig. 4:**
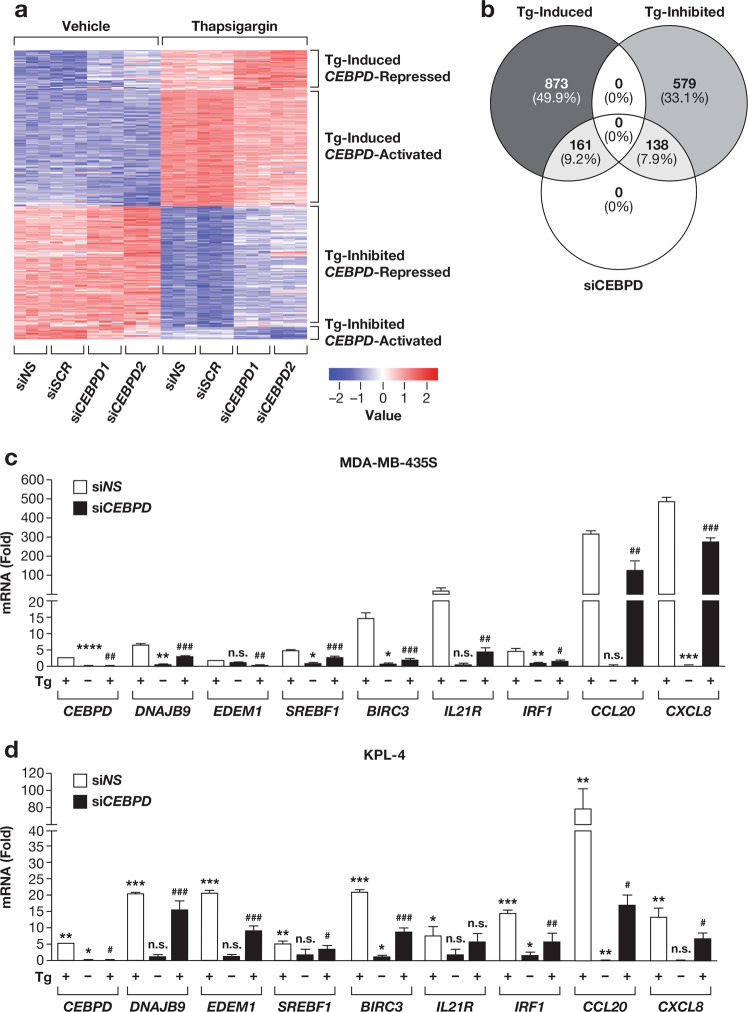
C/EBPδ mediates ER stress-induced changes in gene expression. **a** Heatmap of differentially expressed genes (DEGs) as determined by mRNA-Seq of MDA-MB-435S cells transfected with either of two independent controls (NS, SCR) or two independent *CEBPD*-targeting siRNAs (CEBPD1, CEBPD2) treated with vehicle or 100 nM Tg for 6 h. Only genes that were significantly altered by Tg-treatment in control siRNA transfected cells were included in this analysis, **b** Venn diagram illustrating the number of DEGS shown in **a**. **c** qRT-PCR analysis of select genes from **a** in siCEBPD1 transfected cells relative to DMSO-treated siNS control of cells treated as in **a**. **d** qRT-PCR analysis of the indicated genes in KPL-4 cells after transfection with siNS control or siCEBPD1 + 2 and treated with DMSO or Tg (100 nM) for 6 h, relative to DMSO treated control. Quantitative data are represented as mean±S.E.M, *n* = 3; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 for comparisons to siNS treated with *DMSO or #Tg; n.s., not significant.

### C/EBPδ induces *CXCL8* and *CCL20* transcription

Although *CEBPD* knockdown attenuated induction of pro-survival genes such as *BIRC3*, our pilot experiments did not suggest that C/EBPδ played a significant role in cell survival upon thapsigargin treatment. Thus, we focused our attention on the expression of the chemokines CXCL8 and CCL20. 

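Fig. 4c of the paper compares the level of *BIRC3* under Tg between siRNAs. In the mRNA-Seq data, the response of *BIRC3* to Tg was 1.55 on the log2 scale in cells with siNS, 1.74 with siScr, 1.65 with siCEBPD1 and 1.26 with siCEBPD2, in the fit with 8 groups without siCEBPD2 replicate 3. In the same fit, *BIRC3* was lower with siCEBPD1 in vehicle as well, with a log2 fold change of -0.48 (adjusted p = 6.77e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With siCEBPD2 in vehicle, *BIRC3* rose by a log2 fold change of 0.32 (adjusted p = 0.000172 from edgeR with Benjamini-Hochberg adjustment). The response to Tg with the CEBPD siRNAs minus that with the control siRNAs, a comparison of responses and not of levels under Tg, was -0.76 with all libraries as labelled (standard error 0.36, adjusted p = 0.534 from edgeR with Benjamini-Hochberg adjustment). Without siCEBPD2 replicate 3 it was -0.19 (standard error 0.19, adjusted p = 1 in the same edgeR test with Benjamini-Hochberg adjustment), and it was 0.005 without siCEBPD2. With the replicate number as a block and all libraries, this difference had a standard error of 0.38 (adjusted p = 0.613 in edgeR with Benjamini-Hochberg adjustment).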

Inhibition of PERK in *CEBPD*-silenced cells further reduced the induction of *CXCL8* and *CCL20* mRNA expression by thapsigargin but did not completely inhibit their induction (Fig. 5a). These data indicate that *CXCL8* and *CCL20* are induced by C/EBPδ in cooperation with other PERK-activated factors [36, 37] as well as PERK-independent pathways. To further evaluate the role of C/EBPδ in the regulation of *CXCL8* and *CCL20*, we overexpressed C/EBPδ in MDA-MB-435S and HEK293T cells, which was sufficient to upregulate the endogenous mRNA levels of these chemokines, while a mutant without transactivation domain had no effect (Fig. 5b, c). C/EBPδ binding to the *CCL20* promoter has been reported [38]. C/EBPδ ChIP-Seq data from HepG2 cells indicated binding to a site in the proximal promoter of *CXCL8* (Fig. 5d). Transactivation of a *CXCL8* promoter reporter construct by C/EBPδ was significantly dependent on the presence of this region (Fig. 5e, f). These data show that C/EBPδ could induce gene expression in the absence of ER stress signals. To interrogate cells with high basal level of C/EBPδ, we silenced it in SUM149 and SUM159 cells and observed reduction in *CXCL8* in both lines and *CCL20* in SUM149 (Fig. 5g). Next, we analyzed xenograft tumors of SUM159 cells with doxycycline-inducible shRNA expression [18]. Tumors from doxycycline-treated control mice exhibited increased *CXCL8* expression, which may be due to increased ER stress [39] (Fig. 5h). However, when *CEBPD* was concomitantly silenced, *CXCL8* expression was reduced as well (Fig. 5h). *CCL20* expression was more variable and differences between groups not statistically significant. Taken together, these data show that C/EBPδ promotes expression of *CCL20* and/or *CXCL8* expression, most likely through direct binding to their endogenous promoters.

**Fig. 5:**
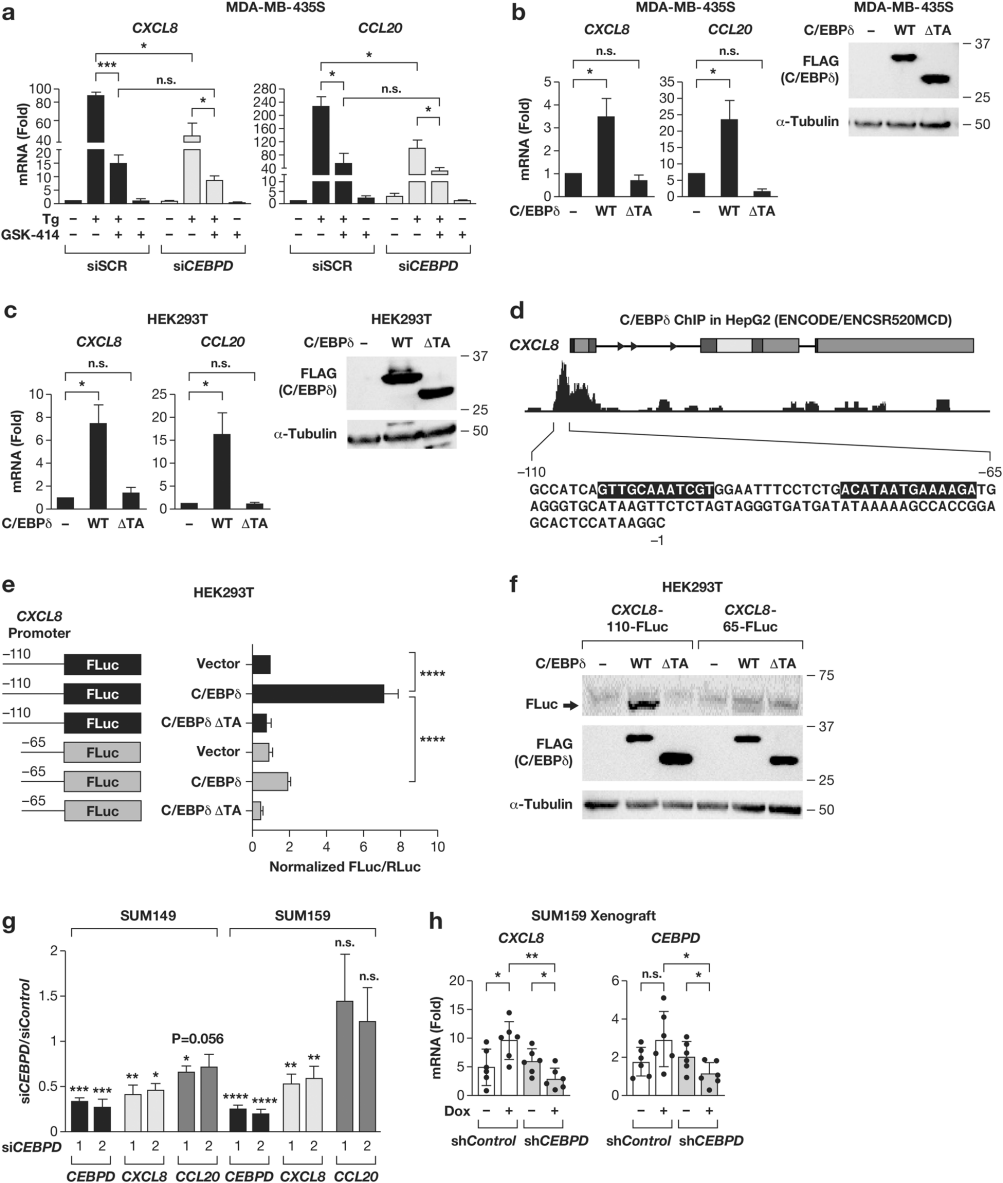
C/EBPδ is sufficient to induce *CXCL8* and *CCL20* transcription. **a** qRT-PCR analysis of *CXCL8* and *CCL20* mRNA levels in MDA-MB-435S cells transfected with siSCR or siCEBPD, treated with DMSO (−) or Tg (100 nM) for 6 h and with or without with GSK-414 (1 µM) pre-treatment as indicated. **b**, **c** qRT-PCR analysis of CXCL8 and CCL20 mRNA levels in MDA-MB-435S (**a**) and HEK293T (**b**) cells transfected with expressing constructs of full length (WT) or transactivation domain-truncated (ΔTA) C/EBPδ with FLAG-tag. Empty vector was used as control. Panels on the right show Western blots to demonstrate expression of ectopic C/EBPδ proteins. **d** Schematic of the *CXCL8* gene along with the C/EBPδ ChIP-Seq track from HepG2 cells as reported by the ENCODE database, and the sequence between positions −110 and −1 harboring a peak and C/EBP motifs (shaded) and indicating the position (−65) of the deletion mutation of the reporter construct shown in **e**. **e** Luciferase reporter assay in HEK293T cells co-transfected with C/EBPδ expression constructs as in **b** and Firefly luciferase (FLuc) reporter constructs containing the proximal CXCL8 promoter region from position −110 or −65 to −1. **f** Western blot analysis of representative extracts from **e** showing FLuc and C/EBPδ (anti-FLAG) protein expression. **g** qRT-PCR analysis of the mRNA levels of *CEBPD*, *CXCL8*, and *CCL20* in SUM149 and SUM159 cells 72 h after nucleofection with control or two independent siRNAs against *CEBPD*. **h** qRT-PCR analysis of *CXCL8* and *CEBPD* mRNA in SUM159 xenograft tumors with Dox-inducible shRNA and with and without Dox-treatment as described [18]. Quantitative data are mean±S.E.M; **a**–**c**, **g**, *n* = 3; **e**, *n* = 4; **h**, *n* = 6; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; n.s., not significant.

### Transient exposure to thapsigargin triggers secretion of CXCL8 and CCL20, paracrine modulation of immune cells, and cancer cell growth

The chemokines CXCL8 and CCL20 are modulators of immune cells as well as cancer cells [40, 41]. To assess the effect of ER stress-induced secreted factors, we treated cells with thapsigargin for 30 min followed by removal of the drug as described [42] and collection of conditioned media (CM). First, we confirmed that 30 min of thapsigargin exposure were sufficient to trigger lasting UPR pathway activation [43] in MDA-MB-435S and KPL-4 cells, indicated by increased expression of XBP1S, ATF4, CHOP, and C/EBPδ and STAT3 phosphorylation (Figs. 6a, b and S3). The mRNAs of *CXCL8* and *CCL20* were highly induced in both cell lines albeit with different kinetics (Fig. 6c, d). CXCL8 protein accumulated steadily in media from pulse-treated MDA-MB-435S cells, while CCL20 protein was only detectable after 24 h at low concentration (Fig. 6e, f). Prolonged activation of the UPR by short-term treatment is likely due to thapsigargin’s mechanism of irreversible inhibition of the SERCA protein [44].

**Fig. 6:**
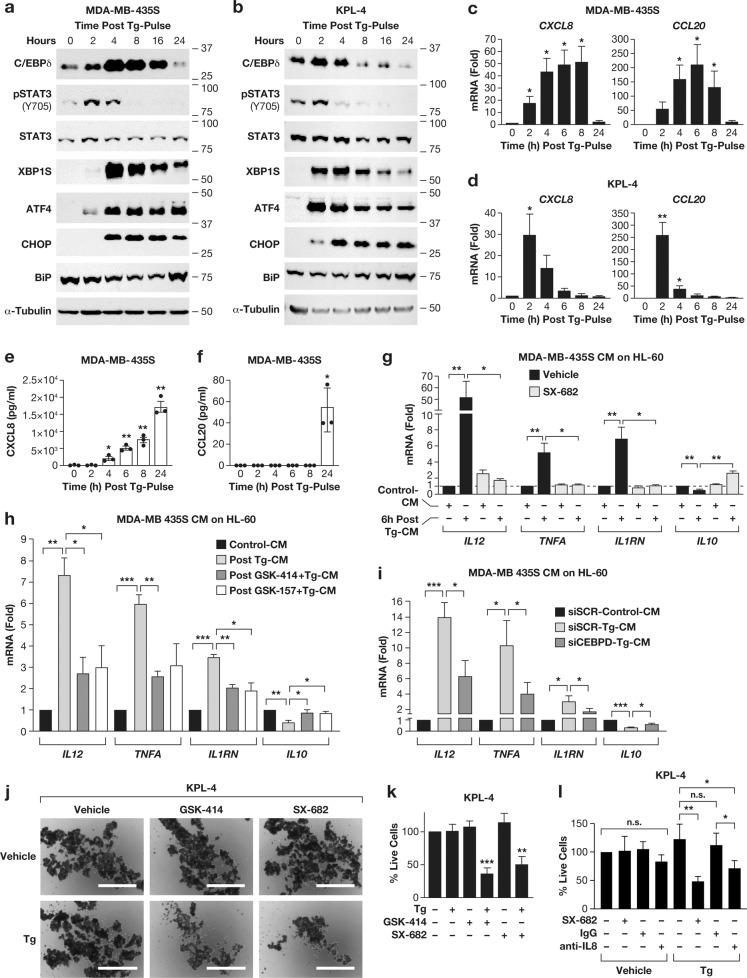
Transient exposure to Thapsigargin triggers long-term secretion of CXCL8 and CCL20 and modulation of immune and tumor cells. **a**, **b** Western blot analysis of the indicated proteins in (a) MDA-MB-435S and (b) KPL-4 cells treated with 100 nM Tg for 30 min followed by removal of Tg and collected at indicated times thereafter (0 h = pulse-treated with DMSO). **c**, **d** qRT-PCR analysis of *CXCL8* and *CCL20* mRNA levels in **c** MDA-MB-435S and **d** KPL-4 cells treated as panels **a** and **b**. **e**, **f** Enzyme-linked immunosorbent assay (*ELISA*) for **e** CXCL8 and **f** CCL20 in conditioned media from MDA-MB-435S cells treated as in **a**. **g** qRT-PCR analysis of *IL12, TNFA, IL1RN* and *IL10* mRNA levels in HL-60 cells treated for 24 h with 33% of 6 h-conditioned media from MDA-MB-435S cells pulse-treated with 100 nM Tg for 30 min. **h** qRT-PCR analysis of *IL12, TNFA, IL1RN* and *IL10* mRNA levels in HL-60 cells treated for 1 h with 33% of 6 h-conditioned media from MDA-MB-435S pulse-treated with 100 nM Tg for 30 min and PERK inhibitors GSK-414 or GSK2656157 (GSK-157) as indicated. **i** qRT-PCR analysis of gene expression in HL-60 cells as in **h** using CM from MDA-MB-435S cells transfected with siRNA and pulse-treated with Tg for 30 min as indicated. **j**, **k** KPL-4 cells by **j** light microscopy (Scale bar: 1 mm) and **k** live cell counts on day 4 of suspension culture that was preceded by 6 h of the indicated treatments with Tg (100 nM), GSK-414 (1 µM), and/or SX-682 (10 µM) in attachment culture (2D). **l** Live cell counts of KPL-4 cells on day 4 of suspension culture that was preceded by 6 h of the indicated treatments with Tg (100 nM), SX-682 (10 μM), IgG (20 μg/ml) or anti-IL8/CXCL8 (20 μg/ml) in attachment culture (2D). Quantitative data are represented as mean±S.E.M; *n* = 3, except **i** *n* = 4; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Next, we incubated the human HL-60 promyelocytic cell line with CM from MDA-MB-435S cells that had been pulse-treated with thapsigargin (postTg-CM). First, we determined that postTg-CM treatment did not lead to measurable UPR activation in HL-60 cells, as the mRNA levels of *HSPA5*, *XBP1S* and *DDIT3* were not induced but did increase in response to thapsigargin (Fig. S4a, b). Next, we tested whether postTg-CM modulated inflammatory gene expression. Several genes encoding cytokines (*IL12, IL6, TNFA*) and the IL-1 receptor antagonist *IL1RA* were induced by postTg-CM, whereas expression of *IL10* was inhibited (Fig. 6g). Addition of SX-682, an inhibitor of the CXCL8 receptors CXCR1 and CXCR2 [45], blocked these responses (Fig. 6g). Similar results were obtained with postTg-CM from KPL-4 cells (Fig. S4c). We used SX-682 instead of antibody-mediated neutralization of CXCL8 because HL-60 cells express Fc receptors, which would trigger inflammatory gene expression [46, 47]. Therefore, we cannot rule out the potential role of other CXCR1/2 ligands [48]. However, the mRNA-Seq data did not indicate that any of them were induced by Tg. Nevertheless, two different PERK inhibitors or silencing of CEBPD in MDA-MB-435S cells significantly reduced the paracrine activity of post-TgCM on HL-60 gene expression (Fig. 6h, i). 

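Besides *CXCL8*, the counts of 6 genes for ligands of CXCR1 and CXCR2 were examined in the libraries of control cells. *CXCL3* (ENSG00000163734.4, hg38 chromosome 4 from 74036589 to 74038807) had 0 counts in the 6 libraries with vehicle and 94 in the 6 libraries with Tg, where it had 20, 14 and 13 counts with siNS and 14, 16 and 17 with siScr. Its log2 fold change with Tg was 6.98 (standard error 0.91, adjusted p = 1.07e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As a paired fit, with the replicate number as a block, it gave 6.97 (adjusted p = 3.69e-05 in edgeR with Benjamini-Hochberg adjustment). With 0 counts in vehicle the size of this fold change depends on the fit, and it lay between 4.91 and 6.98 across other alternatives. With Tg *CXCL3* reached 1.05 ± 0.141 CPM (SD, n = 6), against 48326 counts of *CXCL8* in the same 6 libraries.

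*CXCL1* had 1 count with vehicle and 1 with Tg, *CXCL2* had 0 and 3, and *CXCL5* had 1 and 2. *CXCL6* and *PPBP* had 0 counts. These 5 genes did not pass the filter on low counts and were not tested in the main fit. Without the filter, 1 ligand besides *CXCL8* responded to Tg, as in the main fit. In a single library 3 counts, the floor used here, were between 0.169 and 0.253 CPM, so a lower level was not detectable in a single library. For counts summed over 6 libraries the floor is lower and was not computed. Such floors cover counting error only.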

Taken together, our data demonstrate that PERK-C/EBPδ-dependent factors secreted from cancer cells after exposure to thapsigargin modulate myeloid cell gene expression through activation of CXCR1/2 receptors.

In breast cancer, CXCL8 promotes cancer cell stemness [49], which increases cells’ ability to grow as spheres in suspension culture (3D) [50]. To test the effect of UPR in this paradigm, KPL-4 cells were treated for 6 h with thapsigargin and/or GSK-414 or SX-682, followed by seeding in suspension without drugs. We found that KPL-4 cells proliferated robustly under these conditions, barring conclusions about selection of stem cells. However, both Tg+GSK-414 and Tg+SX-682 pre-treatments significantly reduced the number of live cells recovered after 4 d, while exposure to single agents had no effect (Fig. 6j, k). While *CXCR2* transcripts were not detectable in KPL-4 cells under any of these conditions, *CXCR1* transcript levels were low in 2D, modestly induced in 3D and more so in thapsigargin-treated cells (Fig. S5a). GSK-414, but not SX-682, completely abolished *CXCR1* induction (Fig. S5a). *CEBPD*-depletion showed that C/EBPδ also contributed to *CXCR1* expression in KPL-4 cells (Fig. S5b). Lastly, in this paradigm, antibody-mediated neutralization of CXCL8 during Tg-exposure reduced the number of live cells after 3D culture (Fig. 6l). Taken together, these data show that PERK and CXCR1 signaling poise thapsigargin-treated cells for survival and/or growth in suspension, which is mediated in part by CXCL8.

### PERK-C/EBPδ signaling leads to sustained CXCL8 and CCL20 expression

Earlier, we showed that under chronic ER stress, PERK signaling induced pSTAT3 and C/EBPδ, which mediated *CXCL8* and *CCL20* induction. Therefore, we assessed whether this pathway also contributed to these chemokines’ expression after transient thapsigargin treatment. As seen with chronic treatment, PERK inhibition by GSK-157 during pulse treatment diminished STAT3 phosphorylation, C/EBPδ and ATF4 protein expression (Fig. 7a) and the induction of *CEBPD, CXCL8 and CCL20* mRNA (Fig. 7b) in MDA-MB-435S cells. Similar results were obtained with GSK-414 or PERK siRNA (Fig. S6a–d). Accordingly, PERK-silencing and both PERK inhibitors reduced the accumulation of CCL20 and/or CXCL8 in CM assessed at 6 h (Fig. S6e–g) and 24 h after pulse treatment (Fig. 7c, d). Similar results were obtained with KPL-4 cells (Fig. 7e–g). Lastly, silencing of *CEBPD* in MDA-MB-435S and KPL-4 cells also reduced the amounts of secreted CXCL8 and CCL20 (Fig. 7h, i). Taken together, these data confirm that the PERK-C/EBPδ pathway significantly contributes to chemokine expression after transient exposure to thapsigargin.

**Fig. 7:**
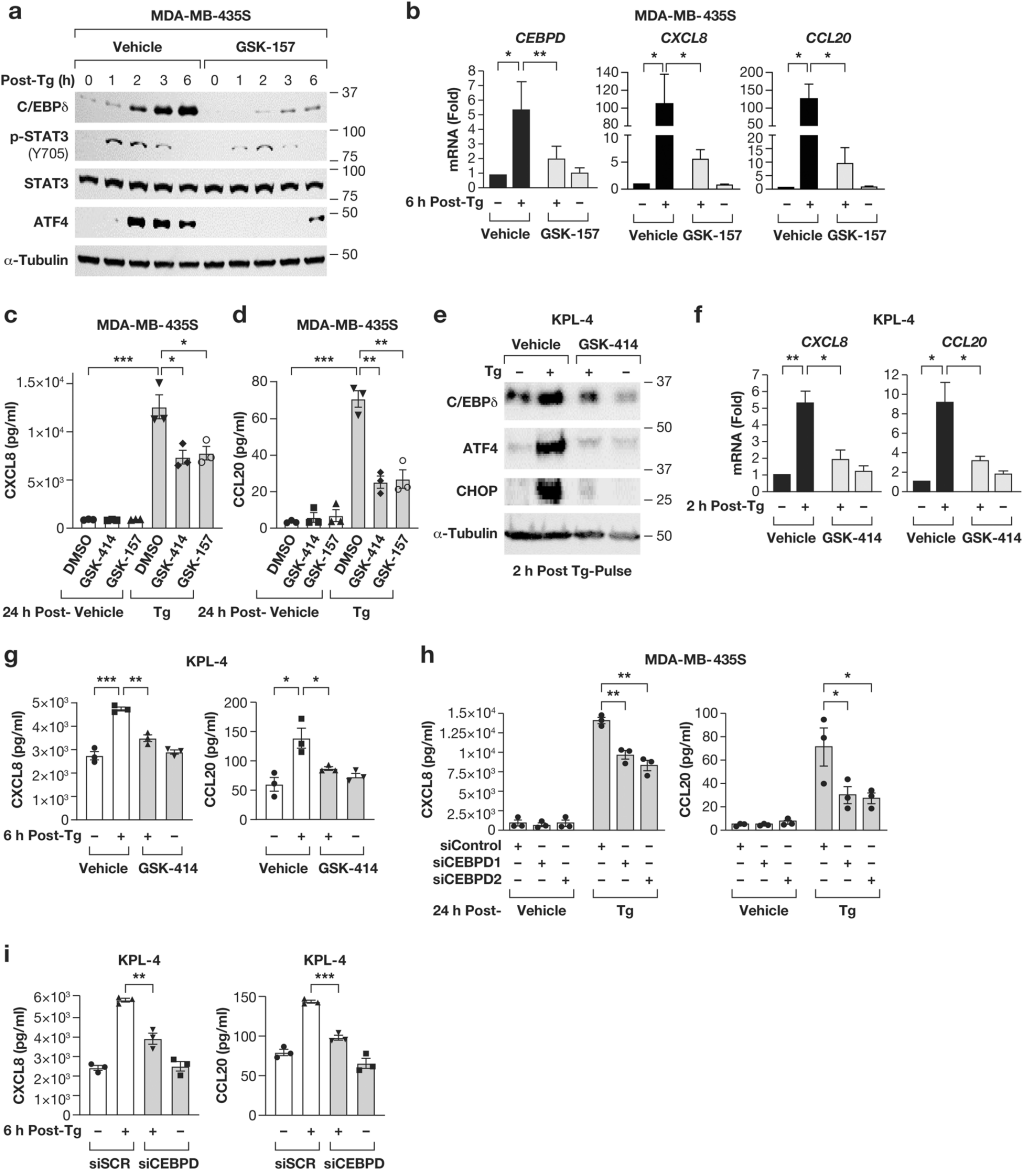
PERK and C/EBPδ contribute to chemokine expression following ER stress. **a** Western blot analysis of the indicated proteins from MDA-MB-435S cells collected at the indicated times after pulse-treatment with 100 nM Tg for 30 min with or without pre-treatment with GSK-157 (10 µM). **b** qRT-PCR analysis of *CEBPD*, *CXCL8* and *CCL20* mRNA level in MDA-MB-435S cells 6 h after pulse-treatment as in **a**. **c, d** *ELISA* for **c** CXCL8 and **d** CCL20 in 24 h conditioned media of MDA-MB-435S cells pulse-treated as in **a**. **e** Western blot analysis of indicated proteins from KPL-4 cells 2 h after pulse-treatment with 100 nM Tg with or without 30 min pre-treatment with 1 µM GSK-414. **f** qRT-PCR analysis of *CXCL8* and *CCL20* mRNA level from KPL-4 cells treated as in **e**. **g** ELISA of CXCL8 and CCL20 in 6 h conditioned media from KPL-4 cells treated as panel **e**. **h** ELISA of CXCL8 and CCL20 in 24 h conditioned media from MDA-MB-435S cells transfected with either control siRNA or two independent siRNAs against *CEBPD* and pulse treated with 100 nM Tg. **i** ELISA of CXCL8 and CCL20 in 6 h conditioned media from KPL4 cells transfected with either siSCR or si*CEBPD* and pulse treated with 100 nM Tg. Quantitative data are represented as mean±S.E.M, *n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001.

## Discussion

Autocrine and paracrine signaling by the tumor cell secretome are critical determinants of tumor biology by modulating the microenvironment and tumor cell phenotypes that contribute to tumor development and therapeutic outcomes. In this report, we describe a signaling pathway from PERK through C/EBPδ in cancer cells, which contributes to expression and secretion of CXCL8/IL-8 and CCL20 (Fig. 8), two chemokines that have well-documented tumor promoting effects through direct action on cancer cells as well as various immune cells [40, 48]. Activation of the STAT3 pathway may occur through direct interaction of PERK with JAK [29] or indirect mechanisms. In the context of immune cells, it is well established that the UPR triggers proinflammatory signaling [12, 51], including PERK-mediated induction of cytokine genes [29]. In cancer cells, IRE1 is reported to promote immunomodulatory cytokine expression [13] including CXCL8 [52]. PERK has been shown to induce *CXCL8* through NF-κB and ATF4 [36, 37]. Our study adds C/EBPδ to the arsenal of UPR mediators. In addition, we find that PERK-C/EBPδ can induce both *CXCL8* and *CXCR1*, thus issuing two-pronged activation of this pathway. Specifically, we show that cancer cells that had been exposed to thapsigargin, utilize this pathway for survival and growth in suspension.

**Fig. 8:**
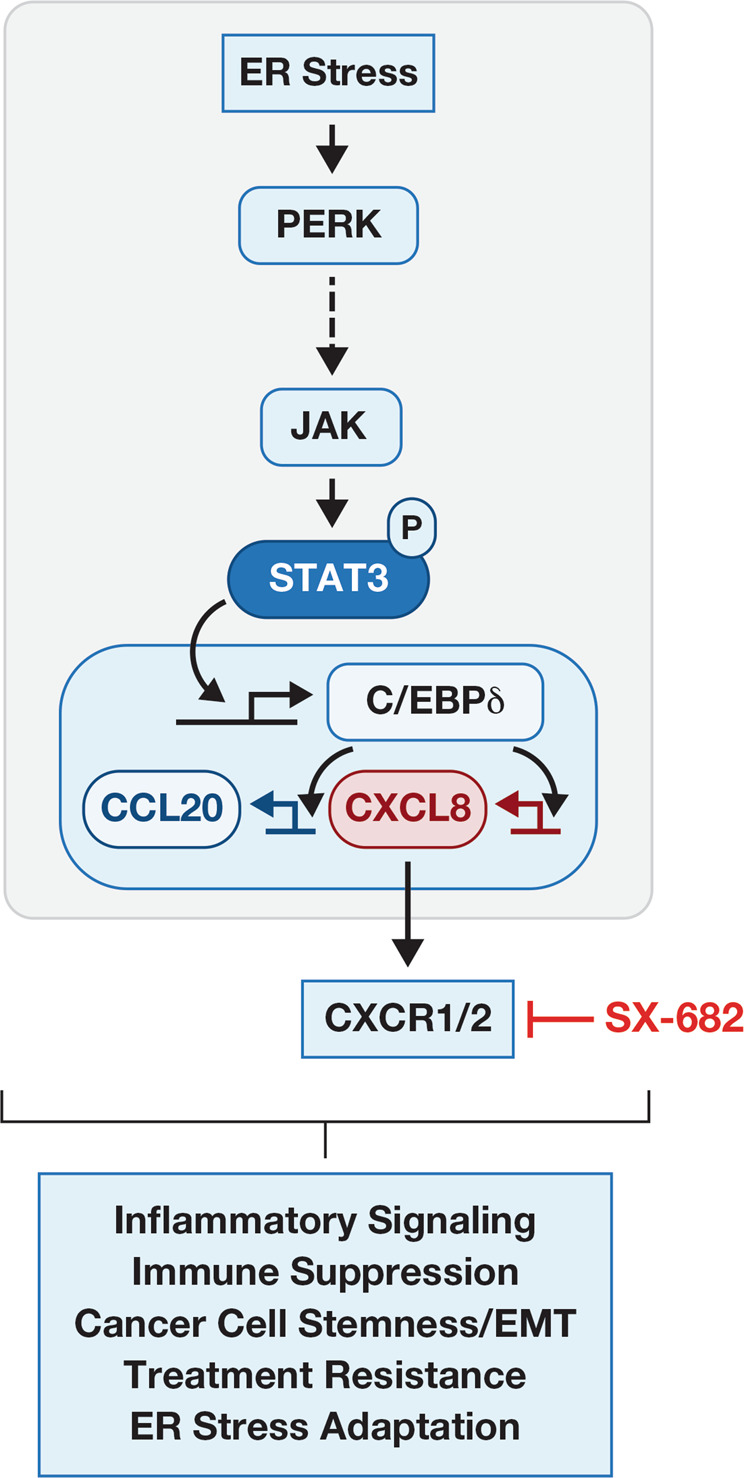
Model summarizing the pathway described in this study along with known effects of CCL20 and CXCL8 signaling in the context of cancer. Some of the relationships in this linear pathway may be the result of indirect mechanisms (indicated by dotted line) and/or also include the contribution of additional co-factors (not shown).

C/EBPδ functions as a proximal ER stress responsive transcription factor that is transcriptionally induced at least in part through the JAK/STAT3 pathway. Studies in astrocytes revealed PERK-mediated activation of JAK-STAT3 signaling and induction of cytokines including CCL20 as a potential mechanism underlying neurological diseases [53]. Given that C/EBPδ can be expressed in astrocytes [54], we speculate that C/EBPδ may mediate some of PERK’s functions in these conditions. Here, we show that the PERK-JAK/STAT3 pathway can operate in certain cancer cell lines, adding to the molecular repertoire of ER stress-induced intra- and intercellular responses. The varying kinetics of C/EBPδ expression in different cancer cell lines may depend on the intrinsic variations of base line activation of the UPR and other pathways and/or balance of different arms of the UPR. For example, NF-κB is a candidate pathway that may also participate in ER stress-induced *CEBPD* transcription [15, 55]. On the other hand, the IRE1 pathway can inhibit C/EBPδ as seen by IRE1 deletion in mouse hepatocytes [56]. Thus, it may be interesting to assess if IRE1 is responsible for the transient nature of C/EBPδ induction in cancer cells experiencing ER stress, and/or for the reduction of C/EBPδ levels in cell lines with high basal expression.

Our transcriptomic study showed that C/EBPδ contributed to the regulation of about 20% of the thapsigargin-modulated transcriptome in MDA-MB-435S cells. The spectrum of direct and indirect C/EBPδ targets will certainly depend on the trigger for ER stress and cell type. In addition, it remains to be determined to what extent the potential interaction of C/EBPδ with other UPR effectors [26, 57], including ATF4 [37], may be involved in the regulation of these genes. Previous reports had implicated C/EBPδ in both activation and inhibition of *CCL20* and *CXCL8* expression in immune cells or brain cells [26, 58]. We show that C/EBPδ supports expression of these chemokines in cancer cells under acute ER stress as mediator of PERK activation. CXCL8 activation by C/EBPδ is also in line with its role in promoting cancer stem cells and tumor progression [18, 59]. We focused functional studies on the CXCL8-CXCR1/2 axis because CCL20 was expressed at significantly lower levels. However, within the tumor microenvironment, such levels of CCL20 expression may be biologically significant as an autocrine factor and/or modulator of infiltrating immune cells.

Because of the janus-faced nature of PERK signaling in cancer and the toxicity of PERK inhibitors in vivo, direct inhibition of PERK is currently not attainable in the clinic [27, 60, 61]. However, inhibition of IL-8 signaling is being investigated in the clinical setting. SX-682 is in clinical trials for melanoma (NCT03161431) and other CXCR1/2 inhibitors are in trials for combination therapies in breast cancer [62–64]. Mice lack the gene encoding CXCL8/IL-8 and the CXCR1 receptor may not be functionally identical to human [65]. Therefore, pre-clinical studies on the role of this pathway in the tumor-microenvironment interactions are not readily feasible. Nonetheless, our findings suggest that CXCR1/2 inhibitors could be suitable for combination therapy with ER stress inducing agents. Many chemotherapeutics disrupt cancer cell proteostasis and thereby cause ER stress [22]. On the other hand, the cancer cell secretome, and prominently IL-8, have been shown to contribute to treatment resistance [66, 67]. Our study contributes a molecular pathway from PERK to CXCL8/IL-8 as a plausible mechanism for emergence of immune suppression and resistance in response treatment.

## Materials and methods

### Reagents and antibodies

Thapsigargin (#586005) and Tunicamycin (#654380) were from Calbiochem, Burlington, MA, USA; PERK inhibitor GSK2606414 (GSK-414, #5107) from Tocris Minneapolis, MN, USA; JAK inhibitors Pyridone 6 (#420099), AZD1480 (#SML1505) and 2-deoxy-glucose (2DG, #D8375) from Millipore Sigma, St. Louis, MO, USA; IL-6 (#PHC0064) from Gibco-Life Technologies Corporation, Carlsbad, CA, USA; MK-2206 (#S1078) from Selleck Chemicals, USA); SX-682 (#HY-119339) and GSK-157 (GSK2656157, #HY-13820) from MedChemExpress, Monmouth Junction, NJ, USA; Ruxolitinib (#DC4230) from DC Chemicals, Shanghai, China; U0126 (#V112A) from Promega, Madison, WI, USA; rapamycin (#R-5000) from LC Laboratories, Woburn, MA, USA. 2DG was diluted in water, and all other agents in DMSO. Antibodies were obtained from Cell Signaling, Danvers, MA, USA (PERK, #3192; phospho-STAT3, #9145; STAT3, #4904; Phospho-Erk1/2, #9106; phospho-Akt, #4060; Akt, #4691; phospho-p70 S6 Kinase, #9234; p70 S6 Kinase, #9202; anti-mouse HRP, #7076; Anti-rabbit-HRP, #7074); Novus, Centennial, CO, USA (HIF-1α, #NB100-449); Santa Cruz Biotechnology, Dallas, Texas, USA (ATF4, sc-390063; CHOP, sc-4066; GAPDH, sc-47724; C/EBPδ, sc-135733); BD Pharmingen, San Jose, CA, USA (BiP, 610978); Biolegend, San Diego, CA, USA (XBP1S, 619502); Rockland, Limerick, PA, USA (Tubulin, 600-401-880); Promega (Fluc, G7451); Developmental Studies Hybridoma Bank, Iowa City, IA, USA (alpha-tubulin, #12G10, deposited by Frankel, J. / Nelsen, E.M); Millipore Sigma (anti-FLAG, #F1804), and R&D systems, Flanders, NJ, USA (anti-hCXCL8/IL-8, #AB-208-NA, IgG, #AB-108-C).

### Cell lines and culture

MDA-MB-435S, MDA-MB-231, MDA-MB-468, BT-549, HEK293T, HL-60 and MCF-7 originated from ATCC, Manassas, VA, USA. SUM149 and SUM159 cells originated from Asterand Bioscience. KPL-4 cells were established by Dr. Junichi Kurebayashi (Kawasiki Medical School) and kindly provided by Dr. Naoto Ueno (MDACC). All cell lines were routinely tested for mycoplasma and were authenticated bi-annually by Genetica (Labcorp, Burlington, NC, USA). Cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS) and 1% Penicillin-Streptomycin, except KPL-4 (DMEM/F12), HL-60 (RPMI), and SUM149 (Ham’s F-12 with 5 μg/ml hydrocortisone and 1 μg/ml Insulin). For MCF-7 and HEK293T, the medium was supplemented with 1 mM sodium pyruvate. MCF10A and MCF12A were cultured in DMEM + F12 GlutaMax supplemented with 5% FBS, 10 mg/ml Insulin (Millipore Sigma #I0516), 100 ng/ml Cholera toxin (Millipore Sigma #227036), 0.5 mg/ml Hydrocortisone (Millipore Sigma #H4001), 20 ng/ml EGF (Invitrogen, Carlsbad, CA, USA, #13247-051) and 1 mM CaCl_2_. Pre-treatments with inhibitors were for 30 min except SX-682 (15 min). Vehicle was used as control in all experiments. For anoxic treatment, cells were cultured 24 h in an anaerobic chamber with 0.1% O_2_. For glucose deprivation (GD), complete medium was removed, cells were washed twice with PBS followed by culture in no-glucose-DMEM (Thermo Scientific #11966025) supplemented with 10% dialyzed FBS (Thermo Scientific # A3382001) and 1% Penicillin-Streptomycin.

For suspension culture, 100,000 KPL-4 cells were first seeded in 6 well plates and the next day treated with GSK-414 (1 µM) and/or SX-682 (10 µM), and/or anti-hCXCL8/IL8 (20 µg/ml) and/or anti-IgG for 30 min prior to exposure to thapsigargin (100 nM) for 6 h. Cells were washed, trypsinized, and 2500 cells were seeded in 24 well ultra-low attachment plates (CORNING, St. Louis, MO, USA, #3473) in MammoCult medium supplemented with heparin and hydrocortisone (STEMCELL Technologies Seattle, WA, USA, #05620, #07925, #07980). After 4 days of suspension culture, cells were collected and centrifuged at 1000 rpm for 1 min and washed once with PBS. Cells were suspended in 0.5 ml culture medium and live cells were counted based on trypan blue dye-exclusion method.

#### Pulse treatment and condition media preparation

At about 70% confluence, cells were incubated with 100 nM thapsigargin (Tg) or 0.1% DMSO for 30 min followed by removal of the media. As applicable, inhibitors were added 30 min before Tg. Cells were washed twice with warm PBS, and then incubated with fresh medium for the indicated time points. Conditioned medium (CM) was collected, centrifuged for 10 min at 300 g to remove any cells. Target cells were incubated with a final concentration of 33% (v/v) CM for the indicated times. Time points for subsequent analyses were chosen based on the expression kinetics of the genes/proteins of interest in the respective cell lines and treatment paradigms.

### Transient transfections and RNAi

Cells were transfected with siRNA by nucleofection using the Amaxa Cell-line Nucleofector Kit V (Cat# VCA-1003; Lonza AG). Controls were Scrambled siRNA (SCR) (#D-001960-01-05, Dharmacon, Lafayette, CO, USA) or EGFP oligonucleotides (NS; 5′-CAAGCTGACCCTGAAGTTC-3′) [68]. Transfected cells were re-seeded 48 h post-transfection and allowed to attach overnight before starting treatments.

siRNA sequences for *CEBPD* were as follows:

CEBPD siRNA-1-sense 5′-rUrCrGrCrCrGrArCrCrUrCrUrUrCrArArCrArGTT-3′

CEBPD siRNA-1-antisense 5′-rCrUrGrUrUrGrArArGrArGrGrUrCrGrGrCrGrATT-3′

CEBPD siRNA2-sense 5′-rCrCrArCrUrArArArCrUrGrCrGrArGrArGrArATT-3′

CEBPD siRNA2-antisense 5′-rCrUrGrUrUrGrArArGrArGrGrUrCrGrGrCrGrATT-3′

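The sense strand of the *CEBPD* siRNA-1, UCGCCGACCUCUUCAACAG, matches *CEBPD* on hg38 chromosome 8 from 47737858 to 47737876, in the coding sequence. The sense strand of siRNA-2, CCACUAAACUGCGAGAGAA, matches *CEBPD* from 47737133 to 47737151, in the 3′UTR. Each strand matches the transcripts of 1 gene of the GENCODE annotation of hg38. The antisense strand is printed as CUGUUGAAGAGGUCGGCGA for both siRNAs, and this is the reverse complement of the sense strand of siRNA-1. The EGFP sequence of the control siRNA, CAAGCTGACCCTGAAGTTC, matches the transcripts of 0 genes in either orientation.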

siRNA pools for *ATF6A*/ATF6α (sc-37699), *ERN1*/IRE1α (sc-40705), *EIF2AK3*/PERK (sc-36213), *NRF2* (sc-37030) and *STAT3* (sc-29493) were purchased from Santa Cruz Biotechnology.

### RNA isolation and qRT-PCR

RNA was isolated using GeneJET RNA purification kit (Thermo Fisher Waltham, MA, USA), and cDNA was synthesized with Superscript reverse transcriptase III (RT) according to the manufacturer’s instructions (Invitrogen, CA). RNA samples of SUM159 cell xenograft tumors with Dox-inducible shRNA were as described [18]. qRT-PCR was performed with appropriate primer sets as described in Table S3 using Fast SYBR Green master mix (Applied Biosystems, Foster City, CA, USA) on the 7500 Fast or QuantStudio 5 Real Time PCR instrument (Applied Biosystems). Fold changes were analyzed using ddCt method and normalized to GAPDH or RPLP0. All reactions were performed in triplicates and the data are represented as mean ± S.E.M of at least three independent experiments as indicated.

### mRNA-Seq analysis and public data source

MDA-MB-435S cells were transfected with the indicated siRNA, 48 h later cells were treated with DMSO or 100 nM thapsigargin for 6 h and RNA was isolated using the RNAeasy kit (Qiagen, Germantown, MD, USA). mRNA-Seq analysis was carried out on samples from three biological replicates. Library preparation was done by following standard IlluminaTruSeq protocol FC-122-1001 with barcoding. 

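The read pairs recorded by STAR for each library, counted on genes or not, ranged from 16886281 to 24585443, with a median of 20512130 over the 24 libraries. At 2 reads per pair this is 33772562 to 49170886 reads, with a median of 41024260 and a mean of 41445275. Base qualities were not analysed here.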

The 24 samples were pooled and sequenced on two lanes of HiSeq2500 with Illumina TruSeq V4 chemistry, which yielded ~40 million strand-specific paired-end 125 bp reads with > 91% bases having call quality of Q30 or above per sample. Both reads of the samples were trimmed for adapters and low-quality bases using Trimmomatic software (version 0.30). The trimmed fastq data were aligned to human genome hg19 with STAR (version 2.4.2a), which used GENCODE gtf file version 19 (Ensembl 74). STAR software also generated the strand-specific gene read counts. 

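For each gene the deposited counts are given without regard to strand and for each strand. Of the read pairs counted on genes by strand, 94.4 to 94.5% lay on the strand whose counts were used, in which the second read of a pair has the direction of the gene. This gave a median of 14748113.5 counts per library over all 24 libraries. Between 20927 and 22958 genes had at least 1 count, and the 10 genes with the most counts held 5.46 to 7.19% of them.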

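By the totals that STAR recorded with the counts, 78.5 to 82.4% of the read pairs of a library were mapped uniquely, with a median of 80.7%. Including pairs that mapped to several places, 84.5 to 88.9% were mapped, with a median of 87.2%. Both were highest in the library labelled siCEBPD2 Tg replicate 3.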

About 80% of ~40 million reads per sample were mapped to the human genome uniquely for a total of ~87% mapping rate. The read counts for each gene from STAR were normalized with R Package limma (version 3.26.8). The differentially expressed genes between treated and control groups were analyzed with linear mixture models in R package lme4 (version 1.1-12). The heatmap display of manually curated genes with FDR < 0.05 between treated and control groups was generated with R packages gplots (version 3.0.1). The mRNA-Seq data are available at the NCBI Gene Expression Omnibus under accession number GSE131048. The Venn diagram was generated with the public software Venny (Oliveros, J.C. (2007-2015) at https://bioinfogp.cnb.csic.es/tools/venny/index.html.

### In silico ChIP analysis

Transcription factor binding regions (TFBRs) for the C/EBP family on the human genome (hg38) were obtained from meta-clusters reported in the Gene Transcription Regulation Database (https://gtrd.biouml.org/) [69]. These TFBRs were intersected with promoter regions of protein-coding genes, which were defined as 2 kb upstream and 500 bp downstream from the transcription-start-sites (TSS). Human gene annotations release 30 for hg38 from Genecode (https://www.gencodegenes.org/human/release_30.html) was used to determine TSSs. This analysis yielded a total of 15,591 genes, with an overlap of 247 genes in common with the mRNA-Seq DEGs as defined in Fig. 4a. ENCODE data for C/EBPδ binding to the *CXCL8* promoter were generated with an anti-Flag tag antibody against endogenously tagged *CEBPD* (ENCSR520MCD at www.encodeproject.org).

### Western blotting

All Western data were generated from whole cell lysates. Cells were scraped into medium and pelleted by centrifugation along with the floating population, washed once with cold PBS, lysed with 2x Laemmli sample buffer (Bio-Rad Laboratories, Hercules CA, USA) and heated at 100 °C for 5 min. Proteins were quantified using the Pierce 660 Protein Assay kit (Thermo Fisher Scientific, #22662) and loaded onto 4-20% SDS polyacrylamide gels (Invitrogen). After electrophoresis, proteins were transferred to nitrocellulose membrane and blocked with 5% non-fat dry milk in Tris Buffered Saline (TBS). Immunodetection was performed with the indicated primary antibodies for overnight incubation at 4 °C. Following washing and incubation with the appropriate HRP-conjugated secondary antibodies, signals were visualized by Supersignal West Dura Extended Duration substrate (#34076, Pierce, Rockford, IL, USA) or ProSignal Femto ECL reagent (#20-302, Genesee Scientific, El Cajon, CA, USA). All western analysis data are representative of at least three independent biological replications. Quantifications were done by ImageJ (https://imagej.nih.gov/ij/). After background subtraction, pSTAT3 data were normalized to STAT3 total protein and graphed as fold change with respect to untreated control from at least three independent experiments.

### Enzyme-linked immunosorbent assay

ELISA assays with conditioned media were performed using ELISA assay kits from R&D Systems (CXCL8 #D8000C, CCL20 #DM3A00) as per manufacturer’s instruction. Optical density of the products was measured with a SpectraMax iD3 instrument at 450 nm with a correction wavelength at 570 nm. Concentrations were estimated using standard curves generated with provided purified protein standards.

### Cloning of reporter and expression constructs and luciferase reporter assay

To mutate the transactivation domain of full-length Flag-tagged C/EBPδ [70], residues 45-85 were deleted by site directed mutagenesis (Agilent, Santa Clara, CA, USA, #210518) using the following primers: 5’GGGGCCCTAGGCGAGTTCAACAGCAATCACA-3’ and 5’-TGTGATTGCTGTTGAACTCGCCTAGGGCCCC-3’. 

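The genomic part of each primer for the *CXCL8* promoter was found at 1 place on hg38 chromosome 4. IL8p-Fw1 lies from 73740460 to 73740478 and IL8p-Fw2 from 73740509 to 73740527, both on the plus strand. IL8p-Rev lies from 73740549 to 73740568 on the minus strand. With IL8p-Rev the product is 109 bases with IL8p-Fw1 and 60 bases with IL8p-Fw2. Both products end 1 base before the transcription start of the canonical *CXCL8* transcript, at 73740569.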

The CXCL8 promoter regions were amplified from human genomic DNA with the following primers: IL8p-Fw1-XhoI (for −110: 5’-ACTCGAGCCATCAGTTGCAAATCGTG-3’) or IL8p-Fw2-XhoI (for −65: 5’- ACTCGAGGGTGCATAAGTTCTCTAGT-3’) and IL8p-Rev-HindIII (5’-TAAGCTTGCCTTATGGAGTGCTCCGGT-3’) and cloned into pGL3-Basic vector (Promega, E1751). HEK293T cells were co-transfected with CXCL8 promoter reporter constructs along with C/EBPδ expression constructs [70]. Renilla luciferase expression plasmid, pRL-CMV (Promega E2261) was used as an internal transfection control. Dual luciferase activity was assessed 48 h after transfection from equal amounts of total protein using Dual Luciferase assay kit (Promega, E1910) according to the manufacturer’s protocol. Luminescence was measured using a SpectraMax iD3 instrument.

### Statistical analysis

Unless stated otherwise, quantitative data were analyzed by the two-tailed unequal variance *t*-test and are shown as mean±S.E.M of at least three independent biological replicates using GraphPad Prism, version 8, La Jolla California USA. *p*-values *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 are designated as statistically significant and *P* ≥ 0.05 are designated as not significant (n.s.).

## Supplementary information

Supplementary Information

Table S1

Table S2

## Data Availability

The mRNA-Seq data are available at the NCBI Gene Expression Omnibus under accession number GSE131048.

# Supplementary material for: PERK signaling through C/EBPδ contributes to ER stress-induced expression of immunomodulatory and tumor promoting chemokines by cancer cells
**Source:** Cell Death Dis. 2021 Nov 1;12(11):1038. doi: 10.1038/s41419-021-04318-y
**Supplement:** Supplementary file 1 — Supplementary Information

# **PERK signaling through C/EBP $\delta$ contributes to ER stress-induced expression of immunomodulatory and tumor promoting chemokines by cancer cells**

Namratha Sheshadri, Dipak K. Poria, Shikha Sharan, Ying Hu, Chunhua Yan, Vishal N. Koparde, Kuppusamy Balamurugan, and Esta Sterneck

## **Supplementary Information**

### **In this file:**

- **Supplementary Figure Legends**
- **Supplementary Figures S1-S6**
- **Table S3:** Primers used for q-PCR

### **Excel files, separate:**

- **Table S1:** 247 common elements in Genome and 300 mRNA genes of Heatmap Figure 4
- **Table S2:** Ingenuity Pathway Analysis of mRNA-Seq data

## **PERK signaling through C/EBP $\delta$ contributes to ER stress-induced expression of immunomodulatory and tumor promoting chemokines by cancer cells**

Namratha Sheshadri, Dipak K. Poria, Shikha Sharan, Ying Hu, Chunhua Yan, Vishal N. Koparde, Kuppusamy Balamurugan, and Esta Sterneck

### **Supplementary Figure Legends**

#### **Figure S1: C/EBP $\delta$ expression in response to ER stress inducing agents in cancer cell lines and non-transformed mammary epithelial cells.**

**a-l** Western analysis of the indicated proteins' expression in response to 100 nM thapsigargin (Tg) at the indicated times in the human breast cancer cell lines (a) MDA-MB-468, (b) BT-549, (c) MCF-7, (d) MDA-MB-231, (e) SUM159, and (f) SUM149, and the breast epithelial cell lines (g) MCF-12A and (h) MCF10A; or (i) after treatment with Tunicamycin (Tn, 10 $\mu$ g/ml) in MCF-7 cells; (j) in response to anoxia 0.1% O<sub>2</sub> for 24 h in MDA-MB-468 cells; and in response to 2-deoxy-glucose (2DG, 10mM) for the indicated times in (k) MDA-MB-468 and (l) KPL-4 cells.

#### **Figure S2: Analysis of the role of PERK signaling and STAT3 in C/EBP $\delta$ expression.**

**a-c** Western blot analysis of indicated proteins from MDA-MB-435S cells treated with Tg for the indicated times either pre-treated with (a) 10  $\mu$ M MEK inhibitor (U0126) or 50 nM rapamycin, or (b) 1  $\mu$ M AKT inhibitor (MK-2206), or (c) transfected with the indicated siRNA (c). **d** qRT-PCR analysis of *NRF2* mRNA levels in MDA-MB-435S cells treated as in panel (c). **e** Western blot analysis of the indicated proteins in KPL-4 (left) and MDA-MB-435S (right) cells transfected with siSCR or siSTAT3 and two days later treated with IL-6 (100 ng/ml) for 16 h. **f** qRT-PCR analysis of *CEBPD* mRNA levels in KPL-4 (left) and MDA-MB-435S (right) treated as in panel (e). **g-i** Densitometric quantitation of phospho-STAT3 normalized to total STAT3 from biological replicates corresponding to the experiment in (g) Figure 3a, (h) Figure 3b and (i) Figure 3c. **j** Western blot analysis of indicated proteins from MDA-MB-435S cells glucose-deprived (GD) for the indicated time points (0h = complete media for 24h). **k** Western blot analysis of MDA-MB-435S cells glucose-deprived for 24 h with or without GSK-414 (1  $\mu$ M) pre-treatment. **l** qRT-PCR analysis of *CEBPD* mRNA levels in MDA-MB-435S cells glucose-deprived for indicated times. Quantitative data are represented as mean $\pm$ S.E.M; n=3, except (i) n=4; \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, n.s., not significant.

#### **Figure S3: Quantitation of STAT3 phosphorylation in response to thapsigargin.**

Densitometric quantitation of phospho-STAT3 normalized to total STAT3 from three biological replicates corresponding to the experiments in Figure 6a (MDA-MB-435S) and Figure 6b (KPL-4); mean $\pm$ S.E.M, n=3; \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, n.s., not significant.

**Figure S4: Analysis of gene expression in HL-60 cells in response to conditioned media.**

**a** qRT-PCR analysis of *HSPA5*, *XBPI5* and *DDIT3* mRNA levels in HL-60 cells treated for 24 h with 33% of 6 h-conditioned media from MDA-MB-435S cells pulse-treated with 100 nM Tg for 30 min. **b** qRT-PCR analysis as in panel (a) of HL-60 cells treated with 100 nM Tg for 24 h. **c** qRT-PCR analysis of the indicated mRNA levels in HL-60 cells treated for 24 h with 33% of media, conditioned for 6 h by KPL-4 cells after 30 min pulse treatment with Tg (100 nM), with or without pretreatment with SX-682 (10  $\mu$ M). Data are represented as mean $\pm$ S.E.M, n=3; \*P<0.05, \*\*P<0.01, \*\*\*P<0.001.

**Figure S5: Analysis of CXCR1 gene expression in KPL-4 cells.**

**a** qRT-PCR analysis of *CXCR1* mRNA in KPL-4 cells in 2D or treated as in Figure 6j, compared to untreated cells in 3D culture or as indicated. **b** qRT-PCR analysis of *CEBPD* and *CXCR1* mRNA levels from KPL-4 cells transfected with siSCR and siCEBPD oligos for 18 h and treated with 100 nM Tg for 6 h in attachment culture (2D). Quantitative data are represented as mean $\pm$ S.E.M, n=3; ; \*P<0.05, \*\*P<0.01, \*\*\*P<0.001, \*\*\*\*P<0.0001, n.s., not significant.

**Figure S6: Analysis of the role of PERK in CXCL8 and CCL20 expression.**

**a** Western blot analysis of the indicated proteins from MDA-MB-435S cells 6 h after pulse-treatment with Tg (100 nM) for 30 min and with or without 30 min GSK-414 pre-treatment. **b** qRT-PCR analysis of *CXCL8* and *CCL20* mRNA level in MDA-MB-435S cells treated as in panel (a). **c** Western blot analysis of MDA-MB-435S cells 2 days after transfection with siSCR or siPERK and 6 h after pulse-treatment with Tg (100 nM) for 30 min. **d** qRT-PCR analysis of *CXCL8* and *CCL20* mRNA level in MDA-MB-435S cells treated as in panel (c). **e** ELISA for CXCL8 in 6 h conditioned media of MDA-MB-435S cells treated as in panel (c). **f-g** ELISA for CXCL8 in 6 h conditioned media of MDA-MB-435S pulse-treatment with 100 nM Tg for 6h, with or without 30 min GSK-414 (f) or GSK-157 (g) pre-treatment. Quantitative data from at least three biological replicates are represented as mean $\pm$ S.E.M; n=3, except (b) n=4; \*P<0.05, \*\*P<0.01, \*\*\*P<0.001.

# Supplemental Figure 1

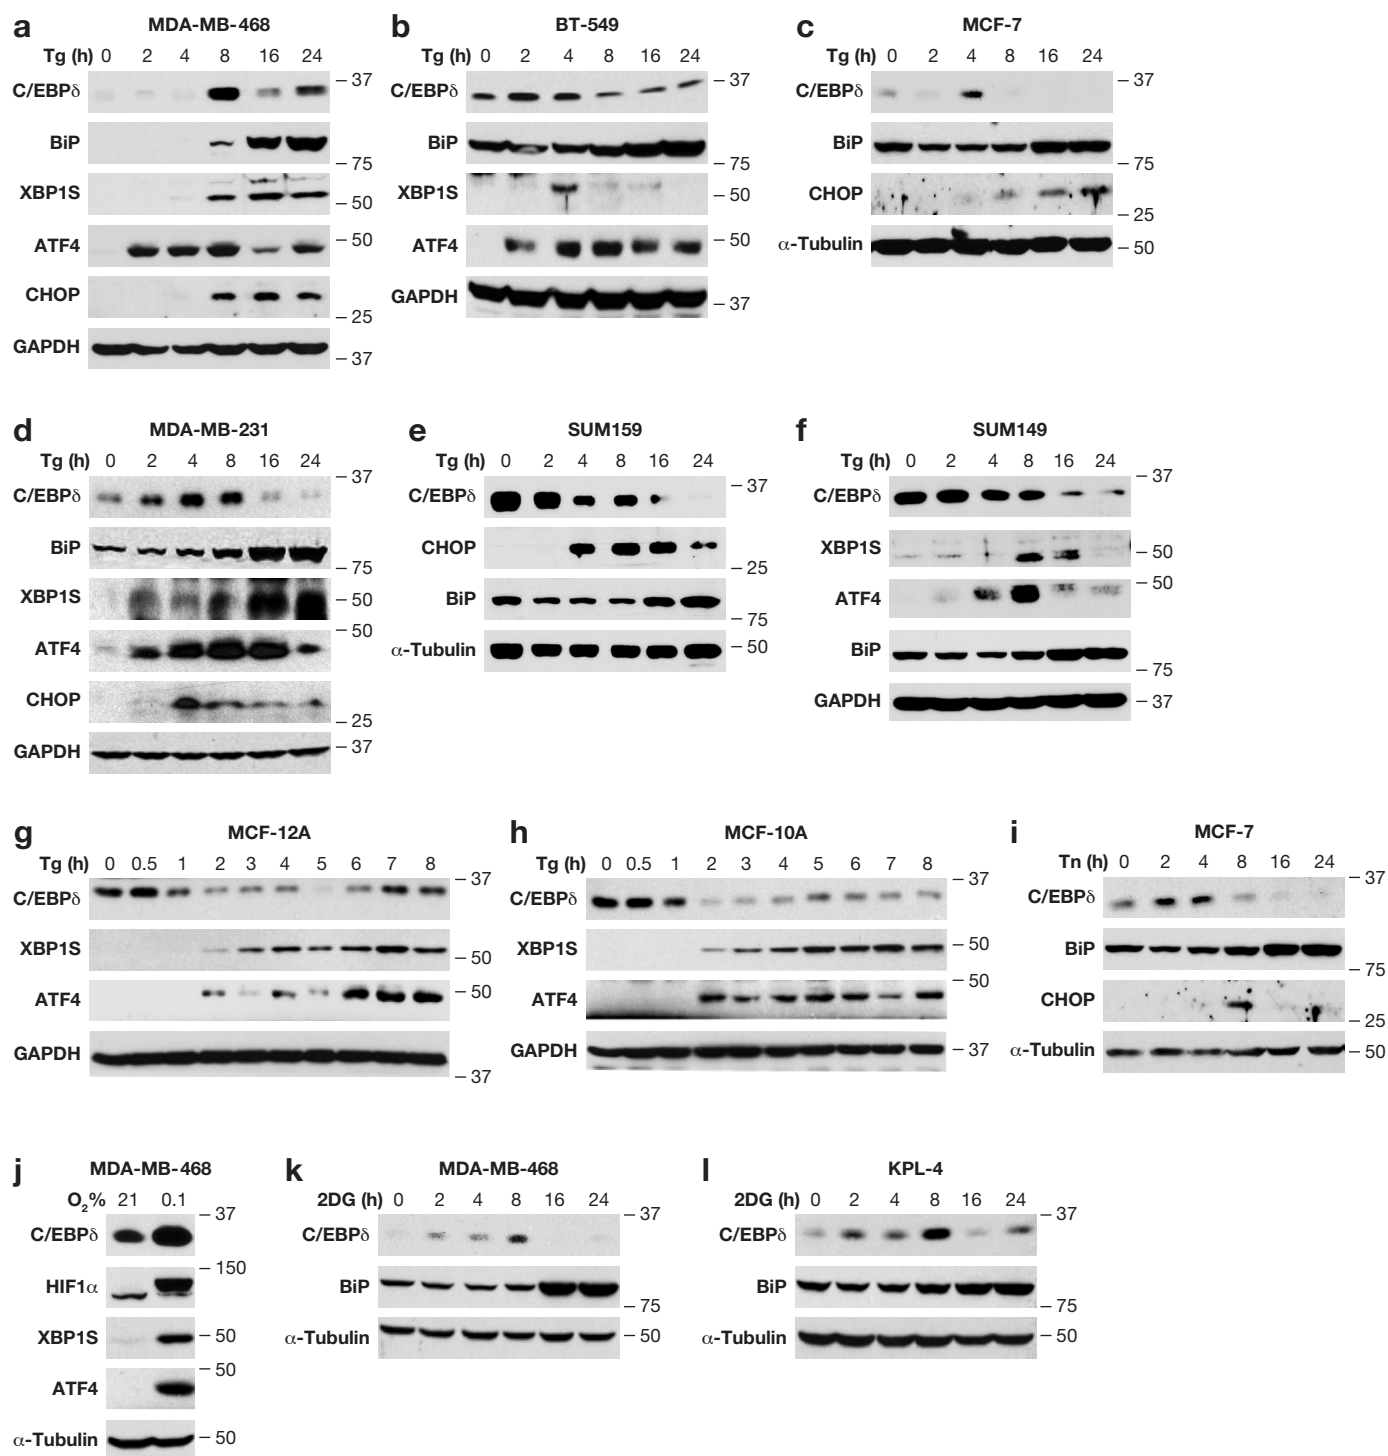

# Supplemental Figure 2

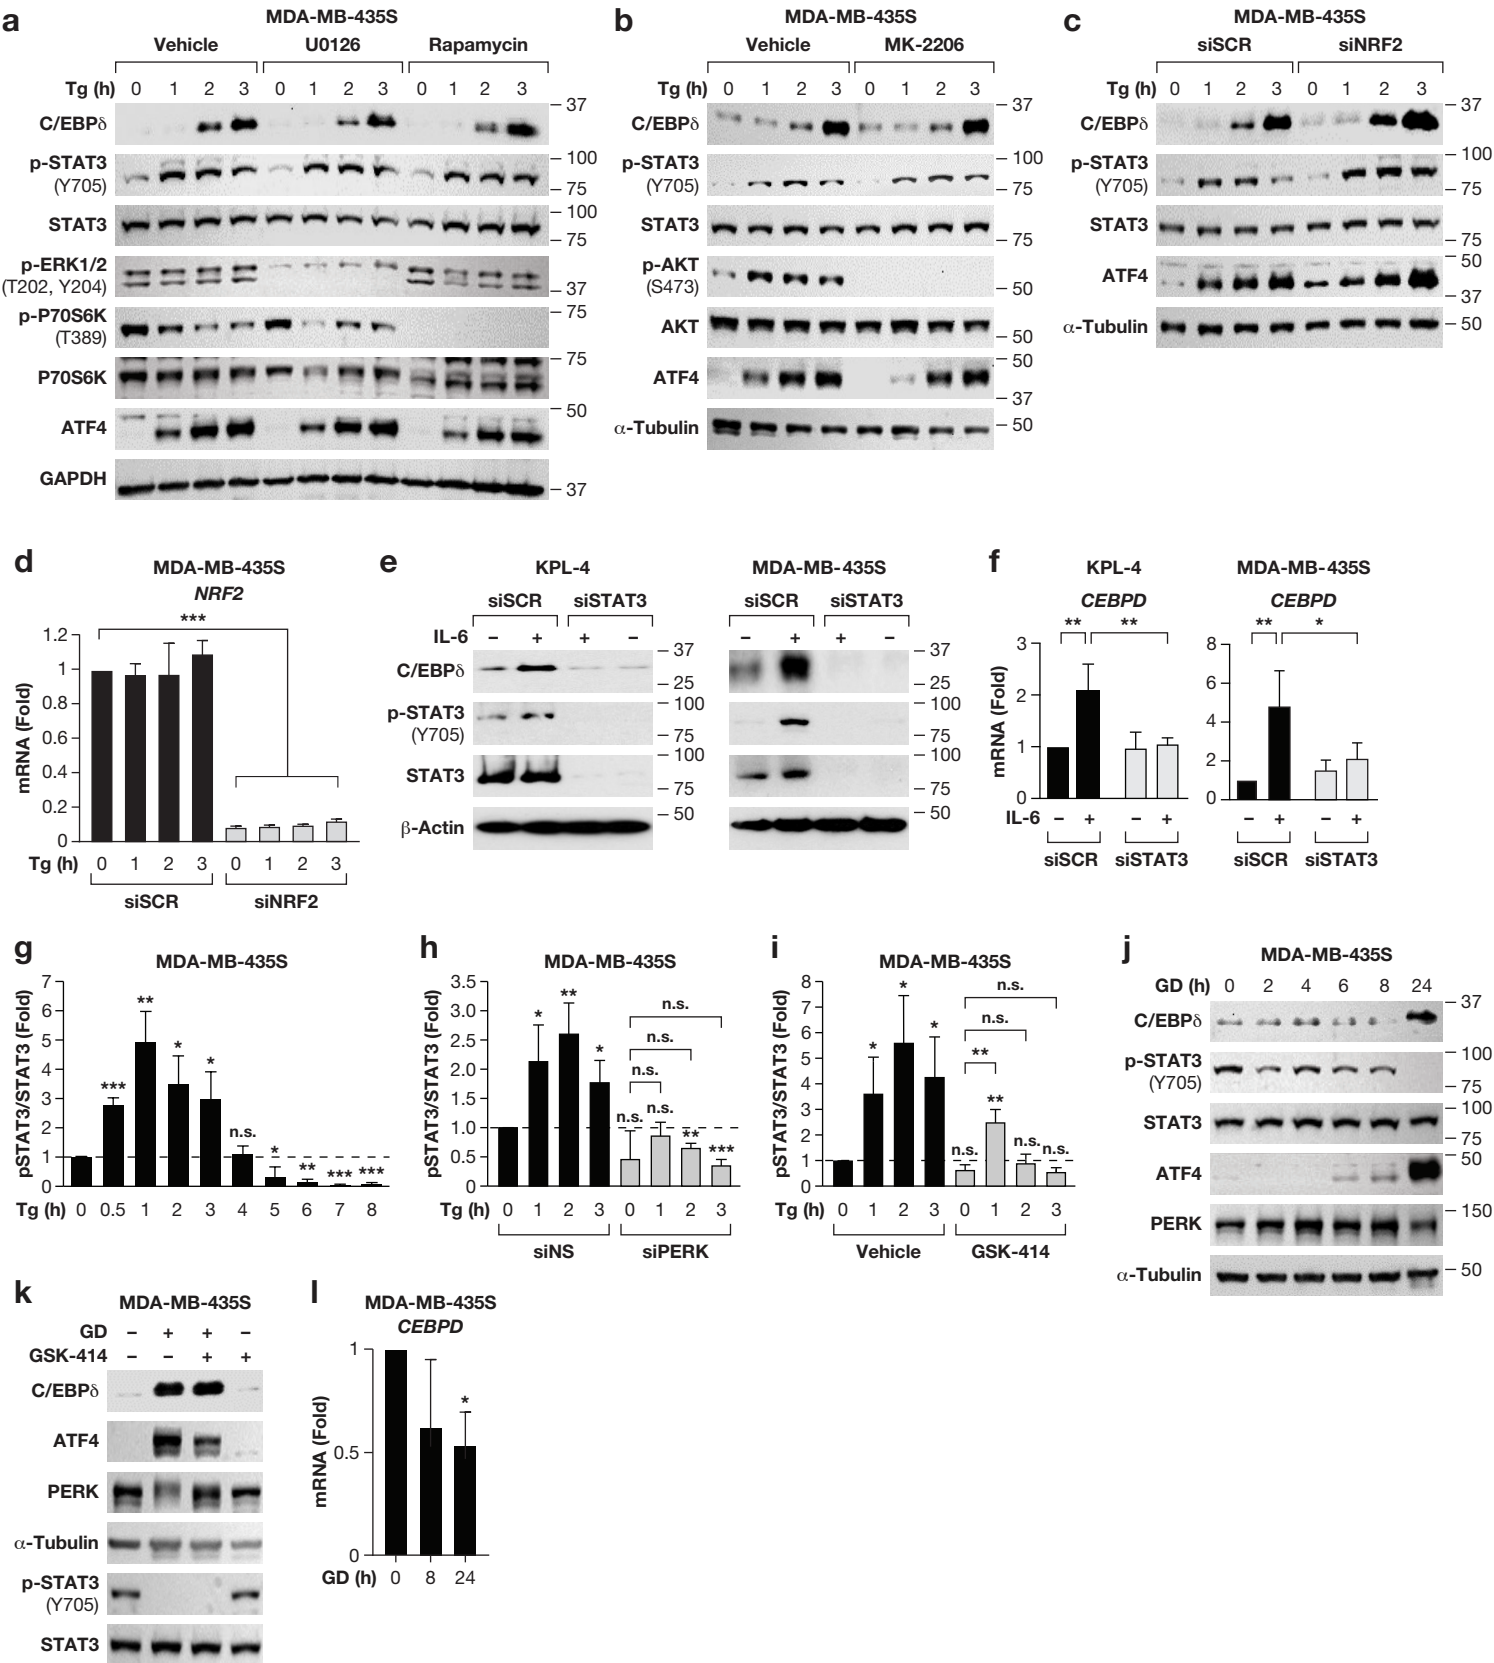

# Supplemental Figure 3

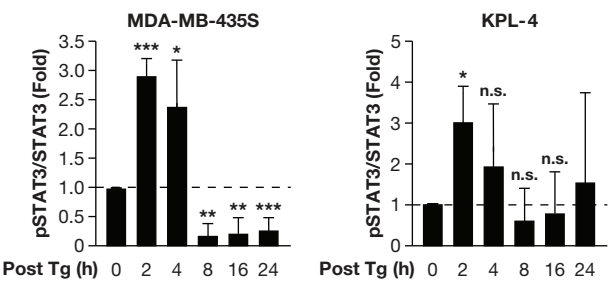

Supplemental Figure 4

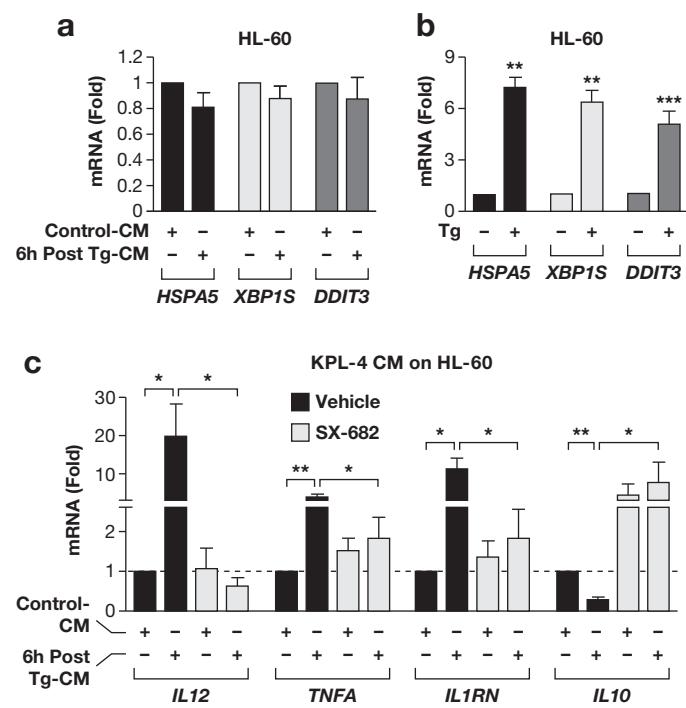

Supplemental Figure 5

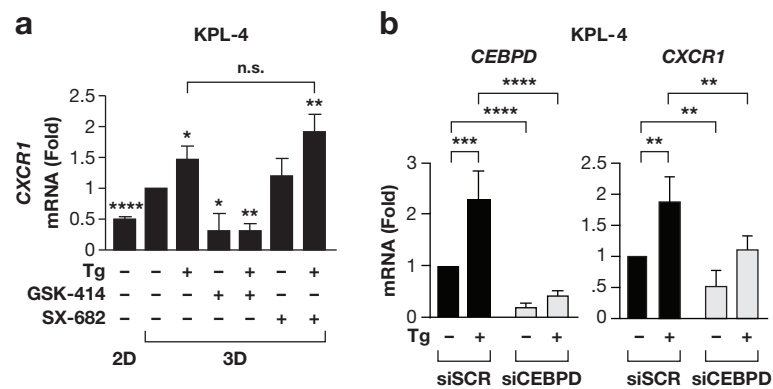

# Supplemental Figure 6

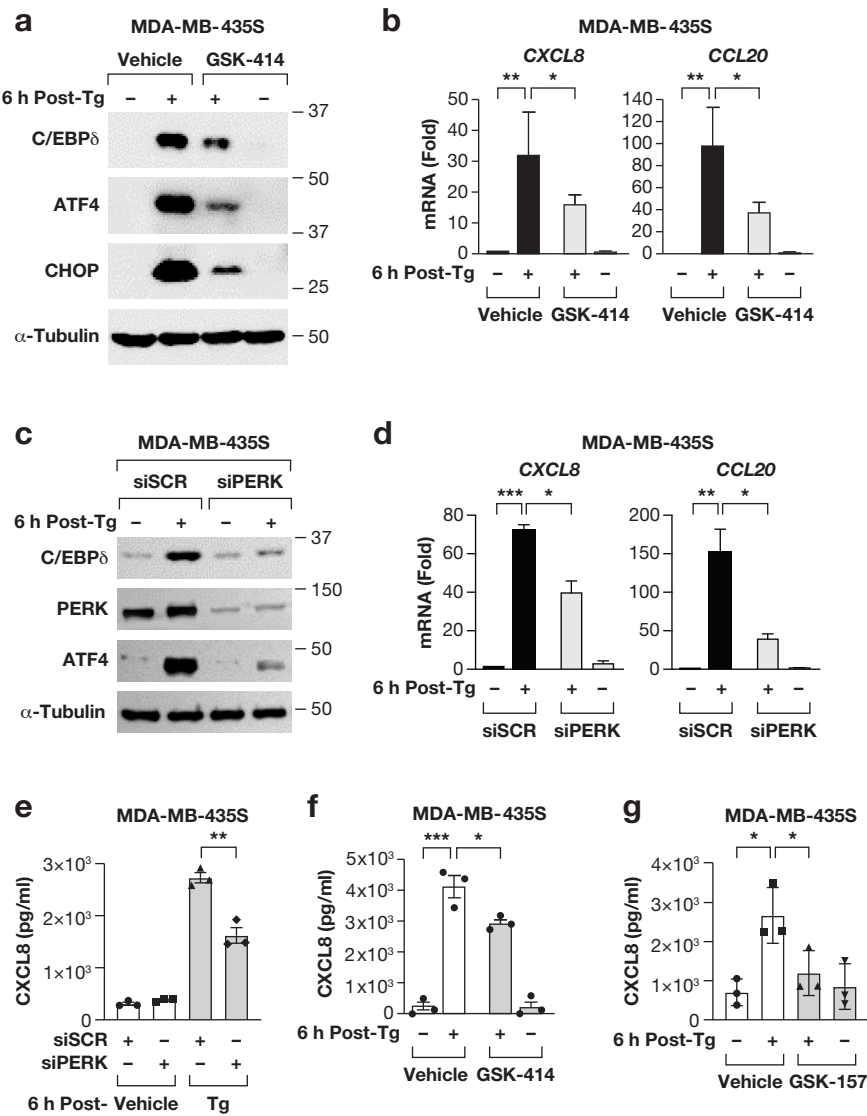

# PERK signaling through C/EBP $\delta$ contributes to ER stress-induced expression of immunomodulatory and tumor promoting chemokines by cancer cells

Namratha Sheshadri, Dipak K. Poria, Shikha Sharan, Ying Hu, Chunhua Yan, Vishal N. Koparde, Kuppusamy Balamurugan, and Esta Sterneck

**Table S3: Primers used for q-PCR**

| Gene Name      | Sequence 5'-3' Forward   | Sequence 5'-3' Reverse    |
|----------------|--------------------------|---------------------------|
| <i>ATF4</i>    | CTTGATGTCCCCCTTCGACC     | GAAGGCATCCTCCTTGCTGT      |
| <i>ATF6</i>    | ACGGAGTATTTTGTCCGCCT     | AGCAAAGAGAGCAGAATCCCAA    |
| <i>BIRC3</i>   | TCTGGGCAGCAGGTTTACAA     | GCATTCTTTGGATAGTAAACACCA  |
| <i>CCL20</i>   | CGAATCAGAAGCAGCAAGCAA    | TTGCGCACACAGACAACTTT      |
| <i>CEBPD</i>   | CTGTCGGCTGAGAACGAGAA     | TGAGGTATGGGTTCGTTGCTG     |
| <i>CXCL8</i>   | GAGACAGCAGAGCACACAAG     | GGCAAACTGCACCTTCACAC      |
| <i>CXCR1</i>   | CTGATCTCTGACTGCAGCTCCT   | CAGCAATGGTTTGATCTAACTGAAG |
| <i>CXCR2</i>   | GGTCAGAAGTTTCATCGTCAAGG  | TAAATCCTGACTGGGTTCGC      |
| <i>DDIT3</i>   | GCTGGAACCTGAGGAGAGAGTGTT | GCAGGATAATGGGGAGTGGCTGG   |
| <i>DNAJB9</i>  | GTCGGAGGGTGCAGGATATT     | TTGATTTGGCGCTCTGATGC      |
| <i>EDEM1</i>   | CGCGGGGACCCCTTCAAATC     | AGGCTTCCCAGGACCCTTAT      |
| <i>EIF2AK3</i> | CTCAGCGACGCGAGTACC       | TGATAATTACTAATGACCTGCCGC  |
| <i>ERN1</i>    | TGCCTAGTCAGTTCTGCGTCC    | GTCAGTGTGCTGGTACTTCCAAA   |
| <i>GAPDH</i>   | AAGGTCGGAGTCAACGGATTTG   | CCATGGGTGGAATCATATTGGAA   |
| <i>HSPA5</i>   | CACTCCTGAAGGGGAACGTC     | TCAACCACCTTGAACGGCAA      |
| <i>IL21R</i>   | CTCTTTGGGAAGAGACGCCG     | GTCTTGCCAGGTAAGGGTGAG     |
| <i>IRF1</i>    | ACCCTGGCTAGAGATGCAGA     | TGCTTTGTATCGGCCTGTGT      |
| <i>NRF2</i>    | AGGTTGCCACATTCCCAA       | AGTGACTGAAACGTAGCCGA      |
| <i>RPLP0</i>   | GCAATGTTGCCAGTGTCTGTC    | GCCTTGACCTTTTCAGCAAGT     |
| <i>SREBF1</i>  | CTCCCTAGGAAGGGCCGTA      | GCCGACTTCACCTTCGATGT      |
| <i>XBP1S</i>   | TGCTGAGTCCGCAGCAGGTG     | GCTGGCAGGCTCTGGGGAAG      |

How the deposited data were processed for this re-analysis (not part of the article)

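RNA of MDA-MB-435S melanoma cells was sequenced by the authors after transfection with siNS, siScr, siCEBPD1 or siCEBPD2 and treatment with vehicle or 100 nM Tg for 6 h, in 3 replicates each, 24 libraries in all. The condition and replicate of every library were taken from the labels of the samples and from the methods of the paper. The authors trimmed the paired-end reads with Trimmomatic, aligned them to hg19 with STAR and the GENCODE annotation of that build, and deposited raw counts of read pairs per gene as STAR writes them, without normalization and with 1 file per library. For each gene the counts are given without regard to strand and for each strand. Of the genes, 51996 were matched by identifier to a gene symbol. Coordinates are those of hg38, the build of the reference that was used here, and no coordinate was converted between builds.

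The counts of the strand with the larger total were used. Genes with low counts were removed with edgeR's filterByExpr, counts were normalized by the TMM method, and edgeR's quasi-likelihood test was applied to 4 groups of 6 libraries, with p-values adjusted by the Benjamini-Hochberg method over the 15010 genes kept and a threshold of 0.05. The comparisons were Tg against vehicle in control cells, the CEBPD against the control siRNAs under Tg and in vehicle, and the interaction of both. Tg-responsive genes are those past the threshold in control cells, and affected genes are those among them that also pass it between the CEBPD and the control siRNAs under Tg. The deposited counts of each library summed to 11834663 to 17801173 on genes. At this depth 3 counts, the floor used here, are 0.169 to 0.253 CPM. PCR copies cannot be told from independent molecules in these counts, so floors cover counting error only. The 24 libraries were sequenced in a common pool, and neither the labels nor the paper divide them into batches.

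Genes were named by a fixed rule. They are the genes that the paper names for the mRNA-Seq experiment and the UPR genes it measures, the ligands of CXCR1 and CXCR2 with their receptors, the 16 *EIF2AK3* targets of Table S2, and the 5 genes with the largest rise and the 5 with the largest fall under Tg with the CEBPD siRNAs. The last were chosen among affected genes with the same sign in all 4 pairs of a CEBPD and a control siRNA and a mean log2 CPM of at least 1. Secreted factors in the ranking are cytokines and growth factors named by Table S2 and genes with chemokine, interleukin, TNFSF or CSF symbols, a rule that also takes in *CSF1R*.

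The pairing of libraries by replicate number comes from the labels, in which each condition has replicates 1, 2 and 3. The fit without the block was the main one, since the methods of the paper do not name a block, and the fit with the replicate number as a block was an alternative.

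The grouping of the samples, the tests, the rule for named genes and 26 alternatives were chosen before the data were examined. The alternatives were unstranded counts, no filter on low counts or at least 10 counts in every sample, RLE normalization, DESeq2, limma-voom, limma-voom or an lme4 mixed model with the siRNA as a random effect, 8 groups, the replicate number as a block or blocks within each siRNA, only the samples of a comparison, leaving out each replicate number and each siRNA, a log2 fold change of at least 1 for Tg, other definitions of an affected gene, and another background for random gene lists. Leaving out each of the 12 pairs of a vehicle and a Tg library with the same siRNA and replicate number was added after seeing the data, because replicate 3 of siCEBPD2 stood apart.

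Lists of genes were compared with 10000 random lists of the same size (seed 3), drawn from Tg-responsive genes of the same direction and decile of mean expression. For the count of other splits of the samples, the siRNAs with the same replicate number were regrouped with 2 in each group, and 100 of 108 splits were drawn (seed 7), of which 3 keep siRNAs whole and 97 mix them. For the pairing of siRNA seeds with 3′UTRs, all heptamers were ranked by the t statistic of the shift in log2 fold change of the genes whose 3′UTR holds them, over 11683 genes with a 3′UTR of at least 50 bases. The share of genes with such a 3′UTR, 98.7%, is of the 11837 protein-coding genes in the fit. Of all 15097 genes in the fit the share is 77.4%, below the minimum of 80% set for such a check, under which the check would be void. The denominator was changed to protein-coding genes after this was seen. For the size of the response to Tg, genes were chosen in the libraries of a control siRNA and applied to the pairs of the other siRNAs, a choice changed after a first version had used all control libraries. The position of a pair on the axis from the other siRNAs to siCEBPD2 was also taken as the mean over its 2 libraries after a first result was seen.

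The fits were tested on simulated counts with the means and library sizes of the real genes, with 200 genes changed by a fold change of 2 (seed 11). Their spread was that of replicates 1 and 2 within a condition. They held no difference between siRNAs of the same target and no library like those labelled siCEBPD2 replicate 3. The rates that follow therefore say little about the real fits with 4 groups, or about smaller changes. Of the 198 changed genes that passed the filter, edgeR with 4 groups recovered 187 (94.4%) for the CEBPD siRNAs under Tg, with 8 false calls among 14837 genes, 190 (96%) for Tg and 180 (90.9%) for the interaction, with 10 false calls. The lme4 mixed model recovered 186 and 181 for the CEBPD siRNAs under Tg and the interaction, with 34 and 51 false calls. A simulated fall of 0.2 on the log2 scale for 1 heptamer was estimated as -0.20 and put that heptamer at rank 1. Of 200 random lists without a shift 10 were under percentile 5, and of 200 lists of 16 genes with a shift of -0.20 all were. In the real data the lme4 model gave a variance of 0 for the siRNA in 31.2% of genes. Replicate libraries were compared, and no 2 libraries had identical counts. The difference between replicates had a chi-square of 1.30 to 4.02 per gene, and of at least 33.7 where siCEBPD2 replicate 3 was part of the pair.

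R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and lme4 1.1.37, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Ingenuity Pathway Analysis, binding data of C/EBP proteins and the qRT-PCR, protein and myeloid cell experiments of the paper were not analysed here.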

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

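The comparison with Table S2, the test of a stronger knockdown and the seed sites of guide positions 2 to 7 were chosen only after the results were seen, as was the set of genes by which the seed tests were judged complete.

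In groups of 6 libraries, a sample was picked out when its gap to the nearest other sample, divided by the range of the group, was above Dixon's critical value. About 1 in 20 groups is picked out by chance, so 4.2 of the 84 groups examined would be. There were 32 such samples, and 28 of them were the libraries labelled siCEBPD2 replicate 3, 15 times the one labelled Tg and 13 times the one labelled vehicle. In log2 CPM under Tg, the library labelled siCEBPD2 Tg replicate 3 was lowest for *DNAJB9* (gap ratio 0.837), *EDEM1* (0.695), *SREBF1* (0.694), *BIRC3* (0.668), *CXCL8* (0.95), *CCL20* (0.831), *IL21R* (0.645), *IRF1* (0.934), *HSPA5* (0.912), *DDIT3* (0.83), *XBP1* (0.834), *ATF4* (0.687), *ERN1* (0.798) and *EIF2AK3* (0.758). In vehicle, the library labelled siCEBPD2 vehicle replicate 3 was highest for *DNAJB9* (0.718), *EDEM1* (0.686), *SREBF1* (0.65), *CXCL8* (0.719), *CCL20* (0.817), *IL21R* (0.73), *IRF1* (0.629), *HSPA5* (0.865), *DDIT3* (0.938), *XBP1* (0.846), *ATF4* (0.841), *ERN1* (0.719) and *EIF2AK3* (0.644). The share of counts on the 10 most counted genes was also highest in the library labelled siCEBPD2 Tg replicate 3 (0.803).

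A candidate explanation is that the treatment labels of these libraries are exchanged. With the labels of this pair exchanged, 9851 genes responded to Tg over all libraries, against 8679 as labelled, and exchanging any of the other 11 pairs lowered the number to between 6335 and 7111. The libraries are unlikely to be mixtures of vehicle and Tg RNA: on an axis from siCEBPD2 vehicle (0) to siCEBPD2 Tg (1) of replicates 1 and 2, over 840 genes, the one labelled vehicle lay at 0.974 and the one labelled Tg at 0.038. They are also unlikely to come from another siRNA, since the pair lay at 0.83 on an axis from the other siRNAs (0) to siCEBPD2 (1), where pairs of the other siRNAs lay between -0.11 and 0.114. As to depth and composition, 3 of 5 measures of the library labelled Tg lay outside the range of the other 22 libraries: 82.4% uniquely mapped, 88.9% mapped and 7.19% of counts on the top 10 genes, against highest values of 81.9, 88.4 and 6.73%. Total counts and the strand share lay inside, as did all measures of the library labelled vehicle. Such a count of measures does not by itself show whether shifts of this size could exchange the responses to Tg. The TMM factors of the libraries labelled vehicle and Tg were 1.004 and 0.947. Their total counts lay inside the range, yet over 840 genes they lay near the opposite ends of the Tg axis. These values argue against depth or a scaling factor as the cause. Other differences in composition were not tested as the cause. Of the other libraries, those labelled vehicle had 6.24 to 6.73% of counts on the top 10 genes and those labelled Tg had 5.46 to 5.83%. The log ratios of 47 genes in Table S2 had a median absolute difference of 0.1441 from the log2 fold changes with the labels as deposited, and of 0.0293 without siCEBPD2 replicate 3, which suggests that the paper's ratios were not computed with these labels. Of the explanations tested, the exchange remains, as a hypothesis, and the labels were not changed.

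The other 4 samples picked out were in library measures of control cells, among 20 library measures examined in all: the lowest share of uniquely mapped pairs with vehicle (0.644) and the lowest mapped share with vehicle (0.761), both in siScr vehicle replicate 1, the lowest mapped share with Tg in siScr Tg replicate 2 (0.63), and the highest share of counts on the top 10 genes with Tg in siNS Tg replicate 3 (0.774). No explanation of them was tested, technical or biological.

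Under Tg, 4897 genes differed between siCEBPD1 and siCEBPD2 without siCEBPD2 replicate 3, against 402 between the control siRNAs. The 5 pairs of CEBPD siRNA libraries that remain form 10 splits into 3 and 2, and 1 of the 10, the real one, gave as many genes. With 10 splits the share cannot be lower, so the difference cannot be told apart from that of other groupings by this count, although the other splits gave 0 genes. Of 1227 genes past the threshold with both CEBPD siRNAs, 669 changed in the same direction and 558 in opposite directions. Pairing of an siRNA's seed with 3′UTRs may contribute. The genes with a 3′UTR to search were 98.7% of the protein-coding genes but 77.4% of all genes in the fit. On the latter share, under the minimum of 80%, the ranks would carry no weight, and the former was chosen as denominator after the latter was seen. For siCEBPD1 under Tg, the heptamer that pairs with guide positions 2 to 8 was at rank 1 of all heptamers by the t statistic of the fall of the genes that hold it. For siCEBPD2 the heptamer of this kind was at rank 522, outside the 1% set for the test, and that of the antisense strand printed for siCEBPD2 was at rank 3348. Other heptamers pair with guide positions 2 to 7 and have an A after the paired bases. They were at rank 2 (TCAACAA) for siCEBPD1 and at rank 1 (GAGAGAA) for siCEBPD2. This kind of site was chosen after the highest ranks had been seen. In vehicle GAGAGAA was also at rank 1 for siCEBPD2 (t statistic -9.62). Under Tg it was at rank 10424 for siCEBPD1 and at rank 11765 for siNS against siScr. These ranks argue against a chance rank of GAGAGAA with siCEBPD2. Its link to the seed was made afterwards, so seed pairing of siCEBPD2 remains a hypothesis. Counting both kinds of site, among the 11683 genes with a 3′UTR to search, 25.3% of the genes that fell with siCEBPD1 under Tg have a site of siRNA-1, against 18.4% of all, and of those that fell with siCEBPD2 30.7% have a site of siRNA-2, against 21.0% of all.

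Other explanations of this difference were also tested. The median log2 fold change of 15 interferon-stimulated genes with siCEBPD1 was 0.574 under Tg and 0.528 in vehicle, with 15 of 15 genes higher in both. With siCEBPD2 it was 0.012 under Tg (8 of 15 genes higher) and 0.221 in vehicle (13 of 15 genes higher). All lay below the value of 1 set for an interferon response, but a smaller response with siCEBPD1 is not excluded by this value. GC content and length of the transcripts accounted for 2.71% of the variance of the difference across genes (14731 of 15097 genes had a value). A stronger knockdown of *CEBPD* by siCEBPD2 would make the effects of the siRNAs correlate among genes that depend on *CEBPD*. With each set against a different control siRNA, the larger r across all genes was -0.039 under Tg. Genes that do not depend on *CEBPD* can hide such a correlation, so this value does not exclude a part of the knockdown. By itself it would not give the 558 genes that changed in opposite directions. Genes are not independent replicates in these comparisons. Apart from a part of the knockdown, the explanations that remain for siCEBPD1 are seed pairing (rank 1) and an interferon response below the value set. For siCEBPD2 seed pairing remains only as a hypothesis, since the kind of site at rank 1 was chosen after the ranks were seen. Besides the knockdown and the interferon response, no biological explanation of the difference was tested.

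Fig. 4a of the paper is limited to genes altered by Tg in control cells. Over all genes in the fit, in vehicle, 203 genes differed between the CEBPD and the control siRNAs at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 77 higher and 126 lower with the CEBPD siRNAs. Of 100 splits that put 2 of the 4 siRNAs in each group for every replicate number, 1 gave as many genes, the real one. Of these, 97 mix siRNAs within a group, which adds the difference between siRNAs to the spread. The 3 that keep siRNAs whole gave 203, 49 and 26 genes, and with 3 splits the difference cannot be told apart from that of other groupings of the siRNAs. The number was 512 without siCEBPD2 replicate 3. With each siRNA on its own, and among the 11683 genes with a 3′UTR to search, 445 of the 1502 genes that fell in vehicle with siCEBPD1 hold a seed site of siRNA-1 (29.6%), and 519 of the 1663 that fell with siCEBPD2 hold one of siRNA-2 (31.2%), against 18.4 and 21.0% of all 11683. Most of the genes that fell thus hold no site. These shares count both kinds of site, are from the fit with 8 groups without siCEBPD2 replicate 3, and were not computed for the 203 genes, of which 77 rose. Seed pairing was not tested as an explanation of the 203 genes, and a biological explanation is not established.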

How the results depend on the processing

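Leaving out each of the 12 pairs of libraries was chosen only after the results were seen, and the other alternatives were not.

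The numbers of Tg-induced (4025) and Tg-inhibited genes (3911) stayed within 1.5 times of these values under the alternatives run for them, except 3. They were 2174 and 2375 without siNS, 2164 and 1966 without siScr, and 600 and 240 with a log2 fold change of at least 1 for Tg. Of 32 splits of the control libraries, 1 gave as many induced and 1 as many inhibited genes, and the next gave 845 and 882. The median of the 16 *EIF2AK3* targets, a list that the paper drew from affected genes, lay between -0.461 and -0.203 under the alternatives run for it. Its percentile was 0 with random lists from Tg-responsive genes, with random lists from all genes kept and without siCEBPD2 replicate 3. These lists were not matched on the size of the Tg response.

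The number of affected Tg-responsive genes (180, 2.27%) lay between 168 and 242 with unstranded counts, at least 10 counts in every sample, RLE normalization, limma-voom, the lme4 mixed model, adjustment within the Tg-responsive genes and the same sign required in all 4 pairs. It was 78 (1.04%) without a filter on low counts, 375 (4.72%) with DESeq2, 10 (0.115%) with the siRNA as a random effect in limma-voom, 1048 (11.6%) with 8 groups, 107 (1.38%) with the replicate number as a block and 64 (0.712%) with only the samples of the comparison. It was 28 (0.616%) without siNS, 4 (0.0968%) without siScr, 2344 (27.0%) without siCEBPD1 and 1922 (20.3%) without siCEBPD2. It was 6 (0.714%) with a log2 fold change of at least 1 for Tg, 562 (7.08%) with the siCEBPD effect averaged over vehicle and Tg, 0 (0%) with the interaction, and 98 (1.23%) when both siRNAs had to pass. Across the fits that left out a replicate number or a pair of libraries it lay between 0 and 600, or 0 and 7.06%. The 0 is without replicate 2, where 872 Tg-responsive genes had an unadjusted p-value under 0.05. Of 100 splits of the siRNAs, 1 gave as many affected genes, the real one, but 97 mix siRNAs within a group, which adds the difference between siRNAs to the spread, and these gave 0. The 3 that keep siRNAs whole gave 180, 31 and 5, and 3 splits are too few to set the real one apart. The cause was not tested.

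Of the Table S1 genes, 27 were affected, and 1 of 100 splits gave as many. The splits that keep siRNAs whole gave 27, 0 and 0. There were 51 with DESeq2, 2 with the siRNA as a random effect, 71 with 8 groups, 17 with the replicate number as a block, 8 with only the samples of the comparison, 2 without siNS, 1 without siScr, 115 without siCEBPD1, 140 without siCEBPD2 and between 0 and 128 when a replicate number or a pair was left out. Without replicates 1 and 2 in turn, where the number was 0, 110 and 108 had an unadjusted p-value under 0.05. In vehicle, 203 genes differed, against 57 without a filter, 460 with DESeq2, 32 with the siRNA as a random effect, 1311 with 8 groups, 105 with the replicate number as a block, 97 with only the samples of the comparison, 21 without siNS, 3 without siScr, 2768 without siCEBPD1, 1918 without siCEBPD2 and between 0 and 512 when a replicate number or a pair was left out. The 0 is without replicate 1, where 1530 genes had an unadjusted p-value under 0.05. The cause was not tested.

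The interaction had 0 genes past the threshold, and 28 settings gave 0, with 341 to 3866 genes at an unadjusted p-value under 0.05. It had 1 with DESeq2, 76 with the lme4 mixed model and 29 without siCEBPD2. On simulated counts of 14837 genes the lme4 model made 51 false calls for the interaction and 34 for the CEBPD siRNAs under Tg, where edgeR made 10 and 8. Those counts held no difference between siRNAs of the same target, so the rates in the real data may differ. All 100 of 100 splits gave as many as the real one, since the real one gave 0, and at an unadjusted p-value under 0.05 the real split alone reached its 1388 genes, the others that keep siRNAs whole giving 684 and 552. *CXCL8* was at rank 6 with the replicate number as a block, and *CCL20* at rank 8 without siNS and at rank 9 without siCEBPD1. With at least 10 counts in every sample *CXCL8* was at rank 1, *CCL20* was not ranked, and 0 CXCR1/2 ligands besides *CXCL8* responded to Tg, because *CXCL3* was removed untested. The cause of the other changes was not tested.

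Some directions reversed. The interaction of *EDEM1* (-0.22) was 0.026 without siCEBPD2 and lay between -0.375 and 0.009 across the fits that left out a replicate number or a pair, being 0.009 without replicate 3 and 0.006 without siCEBPD2 replicate 3. That of *BIRC3* was 0.005 and that of *CXCL8* (-3.66) was 0.232 without siCEBPD2, and the siCEBPD effect on *APC2* was -0.037 with unstranded counts. The value of -3.66 includes siCEBPD2 replicate 3, with *CXCL8* at 427.5 CPM in the library labelled vehicle and 14.85 CPM in that labelled Tg. This pair by itself lowers the interaction, so -3.66 cannot be read as an effect of the siRNAs. Across the fits that left out a pair it lay between -3.98 and -0.51. The cause of the reversals was not tested further. Interactions of other named genes, which are not among the 81 results for single genes that were compared, also changed sign when a replicate number, a pair or an siRNA was left out, reaching 0.022 for *XBP1*, 0.019 for *ATF4*, 0.037 for *EIF2AK3*, 0.041 for *EPRS1*, 0.17 for *ZC3H6*, 0.173 for *MZF1-AS1* and -0.034 for *C2CD4C*. None of these genes had an interaction past the threshold in the fits run. Of the other values of the 81 results, which include the interaction for 9 genes, 2285 kept their direction and side of the threshold, 116 lost and 48 gained significance, 46 of the latter for the siCEBPD effect under Tg. Depth limits the ligands other than *CXCL3* and *CXCL8*, with 0 to 3 counts over 6 control libraries of a treatment. It also limits *CEBPD* with siCEBPD2, with 1 to 21 counts. Without a filter on low counts, 1 ligand besides *CXCL8* responded to Tg, as in the main fit.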

Differences from the paper's values

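No test in this part was chosen after a result was seen, apart from the fits that left out pairs of libraries and the tests of each siRNA on its own.

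The paper gives 299 Tg-responsive genes affected by *CEBPD* silencing, and 180 were found here. Among the alternatives set before the data were examined, the number was within 1.5 times of the paper's with DESeq2 (375), with at least 10 counts in every sample (242), with the lme4 mixed model (228) and with the Benjamini-Hochberg method applied within the Tg-responsive genes (227), and not with the others. It was also within that range without siCEBPD1 replicate 1, 2 or 3 (218, 217 and 212), fits that were chosen after seeing the values. Further counts, which were also chosen after seeing the values, fell within it in the fit with 8 groups, with 357 genes for siCEBPD1 tested on its own and, without replicate 3, with 353 genes past the threshold in the same direction with both CEBPD siRNAs. The paper's share of Tg-responsive genes is 20%, against 2.27% here with the labels as deposited, or 7.06% without siCEBPD2 replicate 3. These shares have unlike denominators. Here 7936 genes were Tg-responsive, far more than the paper's Venn diagram holds (below). Among the alternatives set before the data were examined, leaving out siCEBPD1 (27.0%) and leaving out siCEBPD2 (20.3%) came within 1.5 times, and the others did not. In these fits 2344 and 1922 genes were affected, far above the paper's 299, so only the share came near. Tests of each siRNA on its own in the fit with 8 groups, which were chosen after seeing the values, came within 1.5 times with siCEBPD1 without siCEBPD2 replicate 3 (23.2%), and with siCEBPD1 (17.4%) and siCEBPD2 (29.8%) without replicate 3.

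Table S1 of the paper lists 247 affected genes with potential binding of C/EBP proteins, and 27 of them were affected here. None of the alternatives set before the data were examined closed the gap, the highest being 140 without siCEBPD2. Without siCEBPD2 replicate 3, which was chosen after seeing the values, the number was 128.

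The Venn diagram of the paper gives about 870 Tg-induced genes that silencing did not affect (Fig. 4b, read by eye), against 3947 here, and about 580 Tg-inhibited genes that it did not affect (Fig. 4b, read by eye), against 3809 here. Of the alternatives set before the data were examined, a log2 fold change of at least 1 for Tg brought the former within 1.5 times of the paper's number, with 599 genes, and the others did not. For the Tg-inhibited genes none of them closed the gap, and with a log2 fold change of at least 1 for Tg their number was 235. It gives about 160 Tg-induced genes that silencing affected (Fig. 4b, read by eye), against 78 here. DESeq2 (175), at least 10 counts in every sample (110) and the lme4 mixed model (114), all set before the data were examined, came within 1.5 times, and the others did not.

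The paper reports no sign in its mRNA-Seq data that other CXCR1/2 ligands were induced by Tg. Here *CXCL3* rose from 0 to 94 counts over 6 libraries each, with a log2 fold change of 6.98. With 0 counts in vehicle the size of this fold change depends on the fit. It lay between 4.91 and 6.98 across other alternatives. The paper ranks *CXCL8* and *CCL20* first among secreted factors by their change with the CEBPD siRNAs. Here *CXCL3* and *TNF* had larger falls, with *CXCL8* at rank 3 and *CCL20* at rank 4. The difference passed the threshold for 0 of the 33 ranked factors, and *CXCL3* and *TNF* were low (mean log2 CPM -1.47 and -1.0). Without siCEBPD2 replicate 3, in the fit with 8 groups, *TNF* changed by -0.80 with siCEBPD1 and by -0.10 with siCEBPD2. These ranks thus do not settle which factors fell most. Only falls were ranked. With all libraries, the log2 fold changes of *IL24* and *IL12A* were 0.58 and 0.34, smaller in size than that of *CXCL8* (-0.65). Without siCEBPD2 replicate 3 they were 0.73 and 0.47, larger in size than those of *CXCL8* and *CCL20* (-0.40 each). With at least 10 counts in every sample, an alternative set before the data were examined, *CXCL8* was at rank 1, and *CXCL3* and *CCL20* were not ranked. The paper selects *EDEM1*, *DNAJB9*, *SREBF1* and *BIRC3* as genes that silencing affected in the mRNA-Seq data, and with the labels as deposited their adjusted p-values under Tg were 0.303, 0.293, 0.0847 and 0.37 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without siCEBPD2 replicate 3, a fit that was chosen after seeing the values, they were 0.0972, 0.000469, 0.0153 and 0.192 in the same edgeR test with Benjamini-Hochberg adjustment.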

Other observations

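The test of a smaller response to Tg, the choice of genes in it and its split into induced and inhibited genes were made only after the result was seen, and the tests of TMM normalization and of shared reads were not.

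The response to Tg of each pair of a vehicle and a Tg library was measured as an amplitude relative to the response with a control siRNA. Genes (865 chosen in siNS and 921 in siScr) were applied to the pairs of the other siRNAs, and the amplitudes of CEBPD siRNA pairs are means over both control siRNAs. The mean amplitude was 0.903 ± 0.0202 with siNS and 0.957 ± 0.0097 with siScr (SD, n = 3 each), 0.858 ± 0.0098 with siCEBPD1 (SD, n = 3) and 0.836 ± 0.0111 in replicates 1 and 2 of siCEBPD2 (SD, n = 2). The pair labelled siCEBPD2 replicate 3 had -0.824 and was left out. All 5 CEBPD siRNA pairs lay below all 6 control pairs (exact permutation test, two-sided p = 0.004329, the smallest that the 462 splits allow). The siRNAs are the independent units, 2 against 2, and siNS was also below siScr, so the p-value is that of pairs and not of siRNAs. A lower response throughout with both CEBPD siRNAs may thus be one way to read the affected genes. Whether single genes differ from it was not tested. The interaction sets each gene against an equal response, so a lower response throughout would itself give interactions. It had 0 genes past the threshold and 681 at an unadjusted p-value under 0.05 without siCEBPD2 replicate 3. It had 29 past the threshold without siCEBPD2, 76 with the lme4 mixed model and 1 with DESeq2. Of the 600 affected genes without siCEBPD2 replicate 3, 240 induced genes were lower and 194 inhibited genes higher under Tg. Another 65 induced genes were higher and 101 inhibited genes lower, which a lower response throughout would not by itself give. The difference in mean amplitude was 0.0807 with TMM and 0.0822 with RLE. Both scale each library by 1 factor, so this comparison alone does not settle whether normalization plays a part. A wrong factor would shift all genes of a library alike and move the amplitudes of induced and of inhibited genes in opposite directions. Taken apart, both were lower with the CEBPD siRNAs, by 0.0815 for induced genes (5 of 5 CEBPD siRNA pairs below all control pairs) and by 0.0774 for inhibited genes (3 of 5), so a scaling factor is unlikely to explain the pattern. Effects of the siRNAs on other genes by seed pairing were not separated from it, so a biological reading is not established.

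*CXCL3* had counts under Tg and next to none in vehicle, while *CXCL1*, *CXCL2*, *CXCL5*, *CXCL6* and *PPBP* had next to none in either. Reads shared between *CXCL1*, *CXCL2* and *CXCL3* are unlikely to explain this, since 0% of the 125-base stretches of *CXCL1* and *CXCL2* transcripts occur in another gene. For *CXCL3* it was also 0%, and for *PPBP* it was 27.9%. With the CEBPD siRNAs and Tg, *CXCL3* had 8, 8 and 10 counts with siCEBPD1 and 11 and 16 in replicates 1 and 2 of siCEBPD2.

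The receptors *CXCR1* and *CXCR2* had 6 and 17 counts over the 24 libraries of MDA-MB-435S cells.

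In vehicle, without siCEBPD2 replicate 3 and in the fit with 8 groups, *CXCL8* was lower with siCEBPD1 (log2 fold change -0.67, adjusted p = 0.000232, in 3 replicates) and higher with siCEBPD2 (0.82, adjusted p = 6.87e-07, in 2 replicates), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between the CEBPD siRNAs in vehicle 4805 genes passed the threshold in this fit, and the value of *CXCL8* in that contrast is not given here. The 3′UTR of *CXCL8* holds a seed site of siRNA-1 and no site of siRNA-2, but *CXCL8* fell with both siRNAs under Tg. That of *DNAJB9* holds sites of both siRNAs. Those of *EDEM1*, *IL21R*, *IRF1*, *HSPA5* and *ERN1* hold a site of siRNA-2 only, and that of *ATF6* a site of siRNA-1 only. *SREBF1*, *BIRC3*, *CCL20*, *DDIT3*, *XBP1*, *ATF4* and *EIF2AK3* hold no site of either. Whether the sites play a part in the falls of these genes was not tested.

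Over the 47 genes of Table S2 with a log ratio, these ratios of the paper and the log2 fold changes under Tg had the same sign for 46 genes with the labels as deposited and for 47 without siCEBPD2 replicate 3. Across these genes r was 0.969 and 0.996, and without replicate 3 of all siRNAs it was 0.997. Genes are not independent replicates.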
